# Claudin-2 protects against colitis-associated cancer by promoting colitis-associated mucosal healing

**DOI:** 10.1172/JCI170771

**Published:** 2023-12-01

**Authors:** Rizwan Ahmad, Balawant Kumar, Ishwor Thapa, Raju Lama Tamang, Santosh K. Yadav, Mary K. Washington, Geoffrey A. Talmon, Alan S. Yu, Dhundy K. Bastola, Punita Dhawan, Amar B. Singh

**Keywords:** Gastroenterology, Colorectal cancer, Inflammatory bowel disease, Tight junctions

## Abstract

Patients with inflammatory bowel disease (IBD) are susceptible to colitis-associated cancer (CAC). Chronic inflammation promotes the risk for CAC. In contrast, mucosal healing predicts improved prognosis in IBD and reduced risk of CAC. However, the molecular integration among colitis, mucosal healing, and CAC remains poorly understood. Claudin-2 (CLDN2) expression is upregulated in IBD; however, its role in CAC is not known. The current study was undertaken to examine the role for CLDN2 in CAC. The AOM/DSS-induced CAC model was used with WT and CLDN2-modified mice. High-throughput expression analyses, murine models of colitis/recovery, chronic colitis, ex vivo crypt culture, and pharmacological manipulations were employed in order to increase our mechanistic understanding. The *Cldn2*KO mice showed significant inhibition of CAC despite severe colitis compared with WT littermates. *Cldn2* loss also resulted in impaired recovery from colitis and increased injury when mice were subjected to intestinal injury by other methods. Mechanistic studies demonstrated a possibly novel role of CLDN2 in promotion of mucosal healing downstream of EGFR signaling and by regulation of Survivin expression. An upregulated CLDN2 expression protected from CAC and associated positively with crypt regeneration and Survivin expression in patients with IBD. We demonstrate a potentially novel role of CLDN2 in promotion of mucosal healing in patients with IBD and thus regulation of vulnerability to colitis severity and CAC, which can be exploited for improved clinical management.

## Introduction

Patients with inflammatory bowel disease (IBD) have two big fears: (a) developing colon cancer and (b) losing their colon by colectomy because of the heightened risk of colitis-associated cancer (CAC) (1, 2). CAC is driven by the continuous exposure to intestinal inflammation (3, 4). Thus, mechanism(s) that can prevent recurrent inflammation in IBD can also protect against CAC. Mucosal healing (MH), a critical endpoint in the clinical management of IBD, is associated with improved prognosis, including reduced risk of CAC (5). Epithelial cell survival, proliferation, and migration play integrated roles during MH and functional crypt formation. This phase is promoted by growth factors, including EGF and keratinocyte growth factor (KGF), and immune cytokines, such as IL-22 (6). However, details regarding the molecular regulation of MH and how it alters the outcomes for CAC remain poorly understood.

Claudin-2 (CLDN2) expression is upregulated in IBD (7–9). However, modeling of the pathological CLDN2 expression, as in IBD, protects mice from dextran sulfate sodium–induced (DSS-induced) or C. rodentium–induced colitis (10, 11). The KO of endogenous CLDN2 expression promotes colitis (11, 12). Interestingly, when subjected to the T cell colitis, the offspring of Villin-*Cldn2*TG and *Rag1*KO mice show severe colitis, while offspring from *Cldn2*KO and *Rag1*KO mice show resistance to colitis, though they die suddenly for unknown reasons (13). Together, these studies suggest a critical yet complex role of CLDN2 in colonic homeostasis and inflammation. Both epithelial and immune dysregulations underlie CAC susceptibility and progression (14, 15). Therefore, we wondered about the significance of CLDN2 upregulation in the susceptibility of patients with IBD to CAC, especially considering that CLDN2 is expressed at the crypt bottom; clusters with Cyclin-D1 and c-Myc proteins; and regulates intestinal epithelial cell (IEC) proliferation, differentiation, and migration as well as cancer stem cells in spontaneous colon cancer (CRC) (16, 17). Of note, CLDN2 expression is upregulated in and promotes CRC (16, 18–20).

In present study, we report the unexpected finding that *Cldn2*KO mice had significant inhibition of CAC despite severe colitis compared with WT littermates. Furthermore, we provide data that the protective role of CLDN2 against CAC stems from its currently unknown role in promoting MH. Our findings could increase current knowledge regarding the role of CLDN2 in IBD and clinical management of patients with IBD, including their disease progression and CAC risk.

## Results

### Loss of CLDN2 expression protects against CAC, despite promoting colitis.

*Cldn2*KO mice showed, as reported, exacerbated colitis when subjected to DSS-induced colitis (Figure 1, B and C, and Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/JCI170771DS1) (12, 21). We therefore hypothesized *Cldn2*KO mice to be susceptible to CAC. Interestingly, when subjected to azoxymethane (AOM)/DSS treatment, *Cldn2*KO mice showed a significantly lower tumor burden, despite higher colonic inflammation (Figure 1, A–K). In addition, tumors in *Cldn2*KO mice showed low-grade dysplasia compared with the high-grade dysplasia in WT mice (Figure 1L). Overall, above findings demonstrated an unexpected dichotomy in the effects of CLDN2 expression upon colitis and CAC.

### Cldn2 loss promotes proinflammatory and proapoptotic programs during CAC.

To understand why CLDN2 loss promotes colitis but not CAC, we examined global transcriptomic changes in CAC-challenged *Cldn2*KO colons versus WT mouse colons. Figure 2A shows the selected differentially expressed genes (DEGs). Notably, based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, prominent pathways upregulated in *Cldn2*KO mice included TNF and necroapoptosis. The downregulated pathways included antigen processing and presentation, asthma, and rheumatoid arthritis (versus WT mice). Gene Ontology (GO) analysis showed that the biological functions affected by the loss of CLDN2 also included NF-κB, stress and immune responses, and regulation of cell killing (Figure 2, B–D). The downregulated pathways included antigen processing and presentation and catabolic pathways (Supplemental Figure 1, D and E). The heatmap analysis further highlighted genes linked with the cell cycle, inflammation, apoptosis, and immune regulations in *Cldn2*KO mice versus WT mice (Figure 2E). Furthermore, immunoblotting and RT-qPCR analyses showed significant upregulation of pStat3^y705^, pNF-kB^s536^, IL-1, and IL-6 expression in AOM/DSS-treated *Cldn2*KO mice (Figure 2, F and G, and Supplemental Figure 1F). In addition, significant increases in the expression of the markers of DNA damage and apoptosis (γH2AX and cleaved caspase-3) and contrasting downregulation of cell survival and proliferation proteins (Bcl2 and c-Myc) characterized these mice (Figure 2, F and H, and Supplemental Figure 1, G–I). IHC analysis using antibodies against Ki67 and cleaved caspase-3 further showed a significant inhibition of the proliferative index (ratio of Ki67/cleaved caspase-3) in *Cldn2*KO mice (Figure 2, I and J). Overall, above data showed significant impairment of the crypt proliferation and survival programs in AOM/DSS-treated *Cldn2*KO mice despite higher inflammation (versus WT mice; Figure 2K).

### Colitis regulates CLDN2 expression in context-specific manner.

In light of above unexpected findings, we hypothesized a role for upregulated CLDN2 expression in IBD in promoting MH. We carefully examined CLDN2 regulation during colitis, as previous reports have shown variable CLDN2 expression in mouse models of colitis (10, 22). WT mice subjected to DSS-induced colitis, colitis/recovery, and chronic colitis were used (Supplemental Figure 2). Only distal colon, the principal site for the effects of DSS-induced colitis, was used (23). Interestingly, CLDN2 expression was downregulated in acute DSS-induced colitis colon samples although E-cadherin expression remained largely unaltered (Supplemental Figure 3A). Epithelium-enriched fractions from normal and colitis-subjected mouse colons showed similar outcomes (Supplemental Figure 3B). Coimmunofluorescence analysis for CLDN2 and β-catenin further showed robust β-catenin expression in inflamed colons lacking CLDN2, suggesting that it was not due to the loss of epithelium (Supplemental Figure 3C). Further analysis of the published microarray and RNA-Seq data sets from our and other laboratories from mice subjected to DSS-induced colitis validated *Cldn2* downregulation in colitis versus naive WT mice (Supplemental Figure 3, D and E) (10, 24). RT-qPCR also confirmed the downregulation of *Cldn2* expression in colitis (Supplemental Figure 3F).

However, the above findings contrast with those found with an upregulated CLDN2 expression in IBD. Hence, we determined if it represents a response to the inflammation-associated injury. CLDN2 expression was examined in naive mice, mice subjected to DSS-induced colitis, colitis/recovery, or chronic-colitis. Interestingly, immunoblotting and IHC analyses showed a biphasic regulation of CLDN2 expression during colitis where CLDN2 expression was downregulated during DSS-induced acute colitis, but upregulated during recovery from colitis and in chronic colitis (Figure 3, A–D). We found similar CLDN2 upregulation in mice subjected to *C*. *rodentium* colitis (data not shown). Taken together, above data demonstrated dynamic regulation of CLDN2 expression during colitis where CLDN2 upregulation associated with MH.

### Colitis-associated CLDN2 upregulation correlates with crypt regeneration/repair.

In face of above findings, we further examined transcriptomic changes associated with CLDN2 changes during colitis-associated MH. High-throughput RNA-Seq analysis was performed using RNA isolated from the distal colons of mice subjected to recovery after DSS-induced colitis. The KEGG and GO analysis demonstrated that the biological processes involved in inflammation and apoptosis were negatively enriched in WT mice recovering from colitis while processes associated positively with repair/regeneration were upregulated (Supplemental Figure 4A). In contrast, during DSS-induced colitis, the proinflammatory and proapoptotic pathways were upregulated while the cell cycle pathways were inhibited (Supplemental Figure 3, D and E). We further found that *Cldn2* mRNA expression was downregulated during DSS-induced colitis; however, it was significantly upregulated during recovery along with *Pcna* and *Mki67ip* (markers of crypt proliferation). Expression of *Vil1* and *Cdkn1a* (associated with inhibition of cell growth) were downregulated (Supplemental Figure 3D and Supplemental Figure 4B).

In light of above outcomes, we further examined whether expression of stem cell antigen-1 (SCA-1), associated positively with mucosal repair/regeneration, is upregulated in mice subjected to colitis/recovery and its potential correlation with CLDN2 expression (25). Coimmunofluorescence analysis was done using anti-CLDN2 and -SCA-1 antibodies using colons from the mice subjected to colitis/recovery. As shown in Figure 3E, an upregulated SCA-1 expression characterized the regenerative crypts, which also colocalized with CLDN2 in mice subjected to DSS-induced colitis/recovery and/or chronic colitis. Additional analysis also demonstrated a significant upregulation for Ki67^+^ cells during recovery from colitis, which aligned positively with CLDN2^+^ cells in the regenerative epithelium of mice subjected to DSS-induced colitis/recovery and/or chronic colitis (vs. naive mice or mice subjected to acute colitis) (Figure 3, F and G).

To determine if effects described above on CLDN2 expression were epithelial intrinsic, we developed an ex vivo model of colitis-induced IEC injury/repair (Supplemental Figure 4C), based on published reports (26). Effects on the markers of cell proliferation/survival (MTT assay, Ki67 and c-Myc) and cell cycle inhibition (P-21/Cip1, and P-27/Kip1) supported distinct phases of injury and repair (Figure 3, H–J). As shown in Figure 3J, CLDN2 expression was downregulated during the injury phase; however, it was significantly upregulated during the repair/regeneration phase. E-cadherin expression remained unaltered. Similar findings in HT-29 cells showed that the effects were not cell specific (Figure 3J).

We further determined the association of CLDN2 with MH using colonoscope-associated wound healing. Immunohistochemical analysis of the colon 24 hours after wounding with colonoscope biopsy forceps demonstrated sharp upregulation of CLDN2 and Ki67 in the crypts adjacent to the wounds (Supplemental Figure 5). Above results supported an association of CLDN2 upregulation with intestinal epithelial injury/repair (Figure 3K).

### Cldn2KO mice show impaired recovery from colitis.

To further determine a causal role for CLDN2 in colitis-associated MH, we subjected *Cldn2*KO mice and littermate WT mice to DSS-induced colitis and recovery (Figure 4A). As shown in Figure 4B, DSS treatment significantly lowered the body weight of WT mice, which reverted to the normal during the recovery. *Cldn2*KO mice exhibited significantly higher weight loss during colitis and further failed to recover the weight loss during recovery (Figure 4B). In addition, *Cldn2*KO mice died during recovery (Figure 4C). Colon thickness and mucosal injury were significantly high in *Cldn2*KO mice (versus WT mice; Figure 4, D and E). Histopathological analysis further revealed increased immune cell infiltration and a significant reduction in the regenerative potential (Figure 4, F and G). Colonoscope-assisted longitudinal mapping further supported progressive worsening of colitis in *Cldn2*KO mice (Figure 4H). In addition, expression of SCA-1 was significantly downregulated in *Cldn2*KO mice recovering from DSS-induced colitis (Figure 4I).

We also examined relative healing of the colonoscope-assisted wounding in WT and *Cldn2*KO mice (Figure 4A). As shown in Figure 4, J and K, WT mice showed a substantial reduction in the ulcerated area on day 1. By day 3, the original lesion was almost indistinguishable from the non-injured colon. In *Cldn2*KO mouse colons, the reddish appearance of the tissue indicated incomplete healing (Figure 4, J and K). Overall, our findings demonstrated that the loss of CLDN2 expression impairs recovery/regeneration from mucosal injury.

### Loss of Cldn2 expression promotes proinflammatory and proapoptotic responses during recovery from colitis.

To determine why *Cldn2*KO mice show impaired recovery from colitis, we performed RNA-Seq analysis. The volcano plot (Figure 5A) shows contrasting transcriptomes in *Cldn2*KO versus WT mice based on the Euclidean distance between the DEGs (log_2_ fold change; *P* < 0.05). The top upregulated pathways in *Cldn2*KO mice (KEGG pathway analysis) were the proinflammatory and apoptotic pathways (Figure 5, B and D). The top biological functions (GO analysis) included the apoptotic process, cell death, cytokine production, and response to wounding, etc. (versus WT; Figure 5, C and D). In accordance, we found increased expression of IL-1 and IL-6 (Supplemental Figure 6A) as well as pNF-kB^s536^ and pStat3^y705^ in *Cldn2*KO mice recovering from colitis (Figure 5, F and G). The downregulated pathways in *Cldn2*KO mice included DNA replication and cell cycle (Figure 5, D and E). The metabolic related processes were also downregulated in *Cldn2*KO mice (Supplemental Figure 6B). Immunoblotting analysis further supported dysregulation of the DNA damage response (DDR) in *Cldn2*KO mice. In this regard, expression of γH2AX, P-21/Cip1 and pChk2^t68^, proteins associated with DDR, was significantly upregulated in *Cldn2*KO mice when subjected to recovery from DSS-induced colitis (vs. WT mice; Supplemental Figure 6, C and D). Immunoblotting using the same samples further showed significant downregulation of Bcl2 and C-Myc expressions in *Cldn2*KO mice while cleaved caspase-3 expression was upregulated (Figure 5, F and G). The above findings strongly support a role for CLDN2 expression in colitis-associated epithelial cell injury and thus restitution/repair.

### CLDN2 deficiency associates with impaired MH-associated gene transcription in both colitis-challenged mice and patients with IBD.

Having characterized that *Cldn2* loss promotes proinflammatory and proapoptotic programs during colitis/recovery, we further examined its relevance to IBD. To this end, we compared the DEGs from WT mice subjected to recovery from colitis with DEGs in patients with IBD versus healthy humans (27). Among 4,413 DEGs from mice, 1,049 genes overlapped with the DEGs in patients with IBD. Of these, 420 genes had a similar tendency of regulation in mice recovering from colitis and patients with IBD (Figure 5H). Further determination of the potential overlap between these shared DEGs (colitis-challenged mice and patients with IBD) and the DEGs in *Cldn2*KO mice versus WT mice (recovering from colitis) identified 24 genes (14 up- and 10 downregulated; Figure 5H and Supplemental Table 1). The GO analysis, based on these 14 upregulated DEGs, identified response to wounding, wound healing, epithelial cell differentiation, and intrinsic apoptotic signaling. The downregulated biological functions included regulation of the cellular response to stress and cell death (Figure 5I). Furthermore, proliferative index, based on the ratio of proliferation/apoptosis, was significantly downregulated in *Cldn2*KO versus WT mice (Figure 5, J and K). Additional analysis of our published microarray data set for the DEGs in Villin-*Cldn2*TG versus WT mice (DSS-induced colitis) revealed contrasting upregulation of the cell proliferation pathways and downregulation of the inflammatory and apoptotic pathways (Supplemental Figure 7, A and B) (10). Overall, these results supported a role for CLDN2 in promoting colitis-associated MH (Figure 5L).

### Inhibiting EGFR signaling inhibits recovery from colitis and associated CLDN2 upregulation.

Having uncovered a potentially novel role for CLDN2 upregulation in inflammation-associated MH, we wondered about its pathological significance in face of the prosurvival signaling that promote MH (18, 28–30). EGFR signaling promotes colonic CLDN2 expression (18, 31). EGFR activation protects patients with IBD from colitis (29, 32, 33). Furthermore, our RNA-Seq analysis revealed significant increases in *Egf* and *Ereg* expression, ligands that activate EGFR signaling, along with *Cldn2* (Figure 6A). Hence, we examined if colitis-induced CLDN2 upregulation depends on EGFR activation. Caco-2 cells recovering from DSS injury were subjected to the inhibitors of EGFR activation. Inhibiting EGFR signaling inhibited CLDN2 upregulation along with c-Myc and pERK1/2 expression (Figure 6B). To examine this in vivo, we inhibited EGFR signaling (gefitinib; 200 mg/kg body weight; oral gavage) in WT mice recovering from DSS-induced colitis. Inhibiting EGFR activation impaired recovery from colitis and resulted in mouse death (Figure 6, C and D). Histological evaluation showed increased inflammation, mucosal injury, and edema in EGFR-inhibited mice versus untreated mice (Figure 6, E and F). Inhibition of pERK1/2 supported the efficacy of the inhibition of EGFR activation (Figure 6G). Notably, recovery-associated CLDN2 upregulation was also inhibited in EGFR-inhibited mice (Figure 6H). Inhibiting EGFR signaling in mice recovering from colitis also promoted expression of pNF-κB^s536^ and pStat3^y705^ (Figure 3, I and K) while the proliferative index was significantly lower (Figure 6, J–L), similar to that in *Cldn2*KO mice. The regenerative index was also significantly lower in gefitinib-treated mice (Figure 6M). These results supported a critical role for CLDN2 expression in EGFR-mediated regulation of inflammation-associated MH (Figure 6N).

### Colonic CLDN2 upregulation, as in IBD, protects against CAC.

In light of the above findings, we further determined the significance of the IBD-associated CLDN2 upregulation in the susceptibility to CAC. Villin-*Cldn2*TG mice were subjected to AOM/DSS treatment (Figure 7A) (31). 

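Colon RNA was sequenced from 9 mice, 3 in each of 3 groups. Naive WT mice were the untreated controls. WT CAC mice were WT mice given azoxymethane (AOM), a carcinogen, and then cycles of dextran sulfate sodium (DSS) in the drinking water, which together produce colitis-associated cancer (CAC). *Cldn2*TG CAC mice were Villin-Cldn2TG mice, which overexpress *Cldn2* under the villin promoter of the intestinal epithelium, given the same treatment. AOM was given at 10 mg/kg body weight and DSS in 3 cycles at 2.5%. The deposited protocol text names this treatment under the control samples too, so the naive group was taken from the treatment label and from the groups of Figure 7. The authors extracted RNA with a Quick-RNA Mini-Prep kit, sequenced each library in 2 lanes on a NovaSeq6000, mapped the reads with TopHat2 and counted them on each gene with featureCounts. The deposited values are these whole-number counts, without normalization, for 47729 genes listed by Ensembl identifier. The paper's text does not name the genome build. Of the identifiers, 47310 are in the mouse annotation GENCODE M21 (GRCm38), and 40859 have the same start and end there, so coordinates are given on GRCm38.

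The lanes of a library differed by little more than counting noise, with a chi-square per degree of freedom of 0.995 to 1.06, against 16.8 to 66.3 between mice of a group. They were therefore added up, and each mouse counts as 1 replicate. Between 14142711 and 22262546 reads per mouse were counted on genes, with a median of 19973030 in naive WT mice, 19143664 in WT CAC mice and 14900807 in *Cldn2*TG CAC mice. In WT CAC mouse 6 and in *Cldn2*TG CAC mice 7 and 9 the second lane held fewer reads than the first. A count of 0 allows up to 3 counts, which is 0.13 to 0.222 CPM in these mice and covers counting error only. CPM are counts scaled to a common library total, here normalized by edgeR's trimmed mean of M-values (TMM) over all 9 mice. Groups were compared 2 at a time with edgeR's two-sided quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested, after edgeR's filterByExpr removed genes with low counts. The spread between mice, as a biological coefficient of variation, was 0.257 in WT CAC mice, 0.138 in naive WT mice and 0.149 in *Cldn2*TG CAC mice. Naive WT mouse 1 had 214 CPM of *Xist*, an RNA of female cells, and at most 0.199 CPM of the 4 Y chromosome genes examined. The other 8 mice had at most 0.203 CPM of *Xist* and at least 20.2 CPM of the Y chromosome genes. Sex was therefore not the same in all naive WT mice, and it did not differ between the WT CAC and *Cldn2*TG CAC groups.

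*Cldn2* (ENSMUSG00000047230, chromosome X from 139800828 to 139811386) was 226 ± 22.4 CPM (SD, n = 3 mice) in *Cldn2*TG CAC mice and 129 ± 9.34 CPM (SD, n = 3 mice) in WT CAC mice. The log2 fold change was 0.78 (standard error 0.12, adjusted p = 0.0103 from edgeR's quasi-likelihood test). Every *Cldn2*TG CAC mouse had more *Cldn2* than every WT CAC mouse (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). With library size in place of TMM normalization the log2 fold change was 0.68, the largest move among the alternatives that kept all 6 mice. The call needed *Cldn2*TG CAC mice 8 and 9, since the adjusted p-value was 0.0580 without mouse 8 and 0.0597 without mouse 9, with log2 fold changes of 0.82 and 0.71. Over the alternatives that kept all mice and the fits that each left out 1 mouse, the adjusted p-value ranged from 1.6e-06 to 0.0597. Naive WT mice had 232 ± 35.6 CPM (SD, n = 3 mice), a difference from *Cldn2*TG CAC mice of -0.03 on the log2 scale (standard error 0.12, adjusted p = 0.897). The counts do not separate RNA of the transgene from RNA of the mouse's own *Cldn2* gene.

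**Figure D1:**
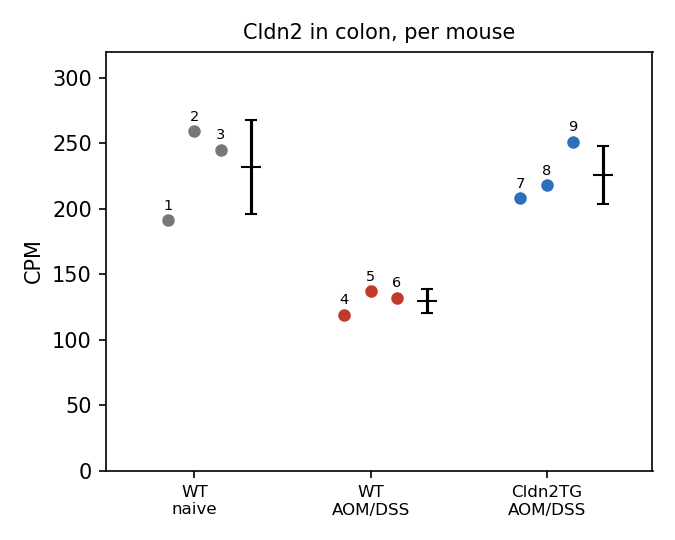
Normalized *Cldn2* counts (CPM, TMM over all 9 mice) in the colon of each mouse, by group, with the group mean and SD. The 3 *Cldn2*TG CAC mice lie between 208 and 251 CPM, above the 3 WT CAC mice at 119 to 137 CPM, and the 3 naive WT mice lie between 191 and 259 CPM.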

Masked histological (H&E) analysis and scoring of colonic inflammation and injury demonstrated a significant decrease in proinflammatory responses in *Cldn2*TG mice (versus WT mice; Figure 7, B–G). In addition, tumors in *Cldn2*TG mice were less aggressive compared with those in WT mice (Figure 7H). 

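In the comparison of *Cldn2*TG CAC with WT CAC colon, 3 mice each, 14888 genes were tested. At an adjusted p-value under 0.05, 1421 genes differed, 326 higher and 1095 lower in *Cldn2*TG CAC mice, and at an unadjusted p-value under 0.05, 3498 genes. The groups' mice did not overlap in 28.5% of the genes tested, against 10% by chance. The number of DEGs moved most when 1 mouse was left out. It was 58 without *Cldn2*TG CAC mouse 8 and 2894 without WT CAC mouse 4, the WT CAC mouse nearest to the other groups on the first principal component of an analysis that was not planned (24.7, against 74.9 and 87.6 for WT CAC mice 5 and 6). DESeq2, the paper's tool, gave 2072.

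Figure 7K names 30 genes of cell cycle, apoptosis, inflammation and immune homeostasis. Of these, 25 had enough counts to be tested, all 25 were lower in *Cldn2*TG CAC mice, and 17 were DEGs. Their median log2 fold change was -2.3, with or without the genes under the counting limit set to that limit. All 25 passed when adjusted over the list alone, but the study chose the list on these samples, so that count is not independent evidence. In 27 of the 30 the groups' mice did not overlap, and *Casp6*, *Cxcl3* and *Socs3* were the others. The chance rate of 10% holds for genes not chosen on these samples, so it is no measure for this list. Tested but not DEGs were *Casp6*, *Cxcl5*, *Cxcl9*, *Defa24*, *Ereg*, *Mmp2*, *Socs3* and *Tnfsf13b*, and the counts of *Cxcl3*, *Defa22*, *Foxp3*, *Il1a* and *Nlrp3* were too low to be tested. The defensin genes *Defa22* and *Defa24* have close paralogs among which reads can be shared. DESeq2 called 25 of the 30. Without WT CAC mouse 4 the count was 29, and without *Cldn2*TG CAC mouse 8 it was 1. Without mouse 8 all 30 genes were still lower, however, and 28 had an unadjusted p-value under 0.05.

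*Rac2* (chromosome 15 from 78559169 to 78572783), which encodes a GTPase of blood cells, was 19.3 ± 1.01 CPM (SD, n = 3) in WT CAC mice and 4.45 ± 0.724 CPM (SD, n = 3) in *Cldn2*TG CAC mice. Its log2 fold change was -2.13 (standard error 0.19, adjusted p = 0.00182), and it was a DEG in each of the 6 fits that left out 1 mouse, at -2.21 to -2.0. The other 29 genes were not called in all 6. *Il1b* (chromosome 2 from 129364570 to 129371139) was 10.2 ± 8.53 CPM in WT CAC mice and 0.654 ± 0.217 CPM in *Cldn2*TG CAC mice, a log2 fold change of -4.00 (standard error 0.86, adjusted p = 0.0322). WT CAC mouse 4 had 1.78 CPM of *Il1b*, against 18.8 and 10.0 CPM in WT CAC mice 5 and 6. The adjusted p-value of *Il1b* was 8.75e-05 without mouse 4 and 0.0616 to 0.138 with any other mouse left out, at log2 fold changes of -4.5 to -3.2. *Icam1* (chromosome 9 from 21015960 to 21028797) fell from 27.5 ± 15.8 to 4.31 ± 1.04 CPM, with a log2 fold change of -2.68 (standard error 0.52, adjusted p = 0.0245). *Mmp9* (chromosome 2 from 164940780 to 164955850) fell from 5.65 ± 4.14 to 0.636 ± 0.209 CPM, with a log2 fold change of -3.19 (standard error 0.72, adjusted p = 0.0327). *Icam1* and *Mmp9* were likewise DEGs without mouse 4 and not when any other mouse was left out, with adjusted p-values of up to 0.105 and 0.140. With no filter on low counts, *Il1b* (0.140), *Icam1* (0.112) and *Mmp9* (0.0615) were not called either, nor was *Mmp9* (0.0557) with lane 1 only, nor *Il1b* (0.0950) and *Mmp9* (0.0785) with voom and a spread for each group, an alternative chosen after seeing the data. Over the alternatives and the fits without 1 mouse the lowest adjusted p-values of *Il1b*, *Icam1* and *Mmp9* were 6.61e-08, 2.77e-08 and 2.76e-05. *Tnfsf11* had a log2 fold change of -2.34 (standard error 0.36, adjusted p = 0.00973) and was a DEG in 4 of the 6 fits, not without mouse 8 (0.0670) or mouse 9 (0.0634). *Wnt10a* was under the counting limit in the *Cldn2*TG CAC mice and at least 85.7-fold lower than in WT CAC mice. It was not called without mouse 7, 8 or 9, nor with no filter on low counts. *Cxcl9* had a log2 fold change of -3.64 but spread widely among WT CAC mice, from 2.08 to 32.4 CPM, and was not a DEG (adjusted p = 0.0665, from 0.000378 to 0.230 over the alternatives and the fits without 1 mouse).

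**Figure D2:**
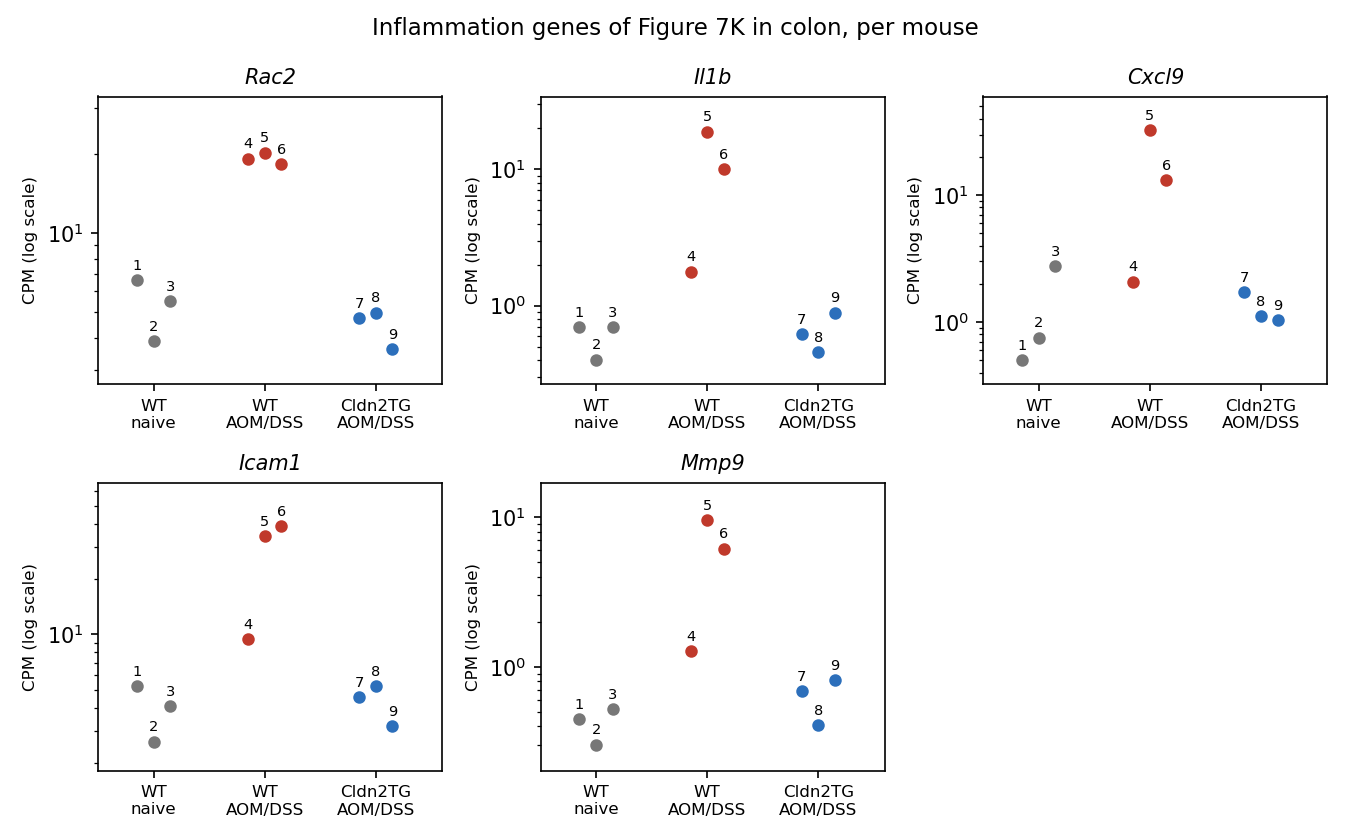
Normalized counts (CPM, log axis) of 5 genes of Figure 7K in each of the 9 mice, by group, with mice numbered. All 3 WT CAC mice lie above all 3 *Cldn2*TG CAC mice for each gene, and WT CAC mouse 4 lies below WT CAC mice 5 and 6 except for *Rac2*, at 19.2, 20.3 and 18.3 CPM.

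The pathways of Figure 7J were compared with 11 lists of genes, written by gene family or function in place of the KEGG terms. Figure 7K names 3 of the chemokines, 3 of the interleukins, 2 of the TNF superfamily and 1 of the NF-kB list. It also names 2 genes each of the Wnt target and tumour, interferon response and apoptosis lists. Of crypt regeneration, NOD-like receptor and cell cycle and proliferation it names 1 gene each. Each list was tested with limma's camera (two-sided, inter-gene correlation preset at 0.01, adjusted over the 11 lists). The list of chemokines had a median log2 fold change of -1.61 (adjusted p = 2.87e-05), with 18 of 21 genes lower in *Cldn2*TG CAC mice. Interleukins had a median of -0.87 (adjusted p = 0.000193), with 10 of 12 genes lower, and the TNF superfamily one of -1.03 (adjusted p = 0.00297), with 7 of 9 lower. NF-kB targets and regulators had a median of -0.48 (adjusted p = 1.19e-05), with 24 of 27 genes lower. Antigen processing and presentation had a median of -0.57 (adjusted p = 0.000116), with 31 of 39 genes lower, and some of its genes have close paralogs. Interferon response (-1.15, adjusted p = 3.1e-08), crypt regeneration (-0.87, adjusted p = 5.6e-05) and Wnt target and tumour genes (-1.44, adjusted p = 5.71e-09) were lower as well. NOD-like receptor (-0.14, adjusted p = 0.607), apoptosis (-0.03, adjusted p = 0.878) and cell cycle and proliferation (-0.01, adjusted p = 0.81) were not called. Without mouse 6, however, cell cycle and proliferation was called higher in *Cldn2*TG CAC mice (median 0.19, adjusted p = 0.0178). The median of interleukins lay between -2.14 and -0.67 with 1 mouse left out, the first without mouse 8, and that of interferon response was -0.68 without mouse 5. For NF-kB targets and regulators it was as low as -0.80, without mouse 9. With limma's fry in place of camera, 6 of these 8 lists were called, and antigen processing and presentation (adjusted p = 0.0681) and interferon response (adjusted p = 0.0974) were not. With at least 10 counts in every mouse, interleukins (adjusted p = 0.0521) and the TNF superfamily (adjusted p = 0.0912) were not called. With an inter-gene correlation estimated from the data, 0 of the 11 lists were called and 1 had an unadjusted p-value under 0.05. How much tumor or inflamed tissue each sample held is not given, so lower lists may reflect tissue composition.

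**Figure D3:**
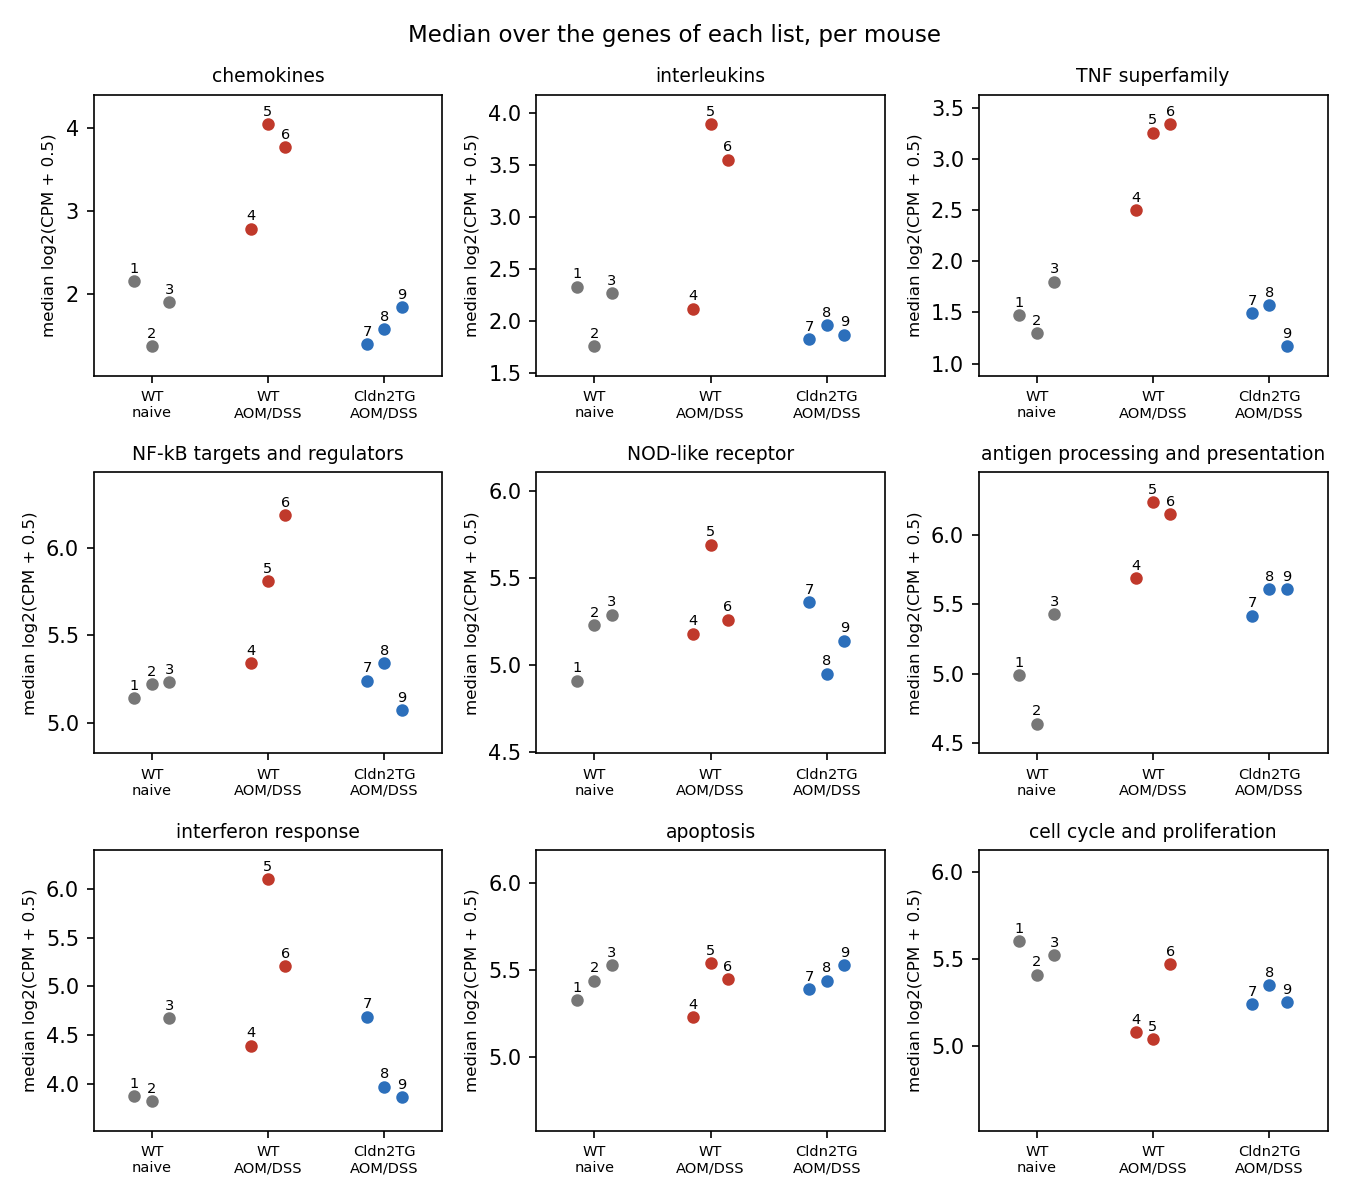
Median log2(CPM + 0.5) of the genes of 9 lists in each of the 9 mice, by group. For chemokines, the 3 WT CAC mice lie at 2.79, 4.04 and 3.77 and the 3 *Cldn2*TG CAC mice at 1.4, 1.58 and 1.85.

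The paper sets the DEGs between these groups beside the lower inflammation scores, the less aggressive tumors and the immunoblot and cytokine measurements of *Cldn2*TG mice, and from these data together proposes that CLDN2 upregulation lowers the susceptibility to CAC.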

RNA-Seq analysis for DEGs further revealed significant downregulation of proinflammatory genes/pathways in CAC-subjected *Cldn2*TG mice (versus WT mice; Figure 7, I–K). Immunoblot and multiplex cytokine analysis using total colon lysates further showed significant downregulation of proinflammatory cytokines in *Cldn2*TG mice (versus WT mice; Figure 7, L–O). Overall, these data suggested an unexpected role of CLDN2 upregulation in ameliorating the susceptibility to CAC (Figure 7P).

### CLDN2 expression modulates Survivin expression to regulate crypt cell apoptosis.

Epithelial cell apoptosis is linked with mucosal damage and disease severity in IBD. MH depends on the ratio of the antiapoptotic to proapoptotic proteins (34–36). Survivin, a member of the inhibitor of apoptosis family, plays a key role in colitis-associated crypt regeneration (37). Hence, we examined whether CLDN2 regulates Survivin expression to regulate colitis-associated MH. Coimmunofluorescence analysis using anti-CLDN2 and -Survivin antibody showed a positive correlation in colitis-associated regenerative crypts (Figure 8, A–C). We further examined whether Survivin expression changes associate with CLDN2 expression changes irrespective of the mode of intestinal injury. We used γ-irradiation and 5-fluorouracil (5FU) as the source of intestinal injury, using both in vivo and ex vivo models. In both, γ-irradiated colon crypts and Caco-2 cells, we found downregulation of CLDN2 along with decreases in Survivin and c-Myc expression (Supplemental Figure 8, A–D). Expression of cleaved PARP was upregulated (Supplemental Figure 8, A–D). We found a similar downregulation of CLDN2 and Survivin expression in mouse colons and Caco-2 cells when subjected to the 5FU treatment (Supplemental Figure 8, E–H). To further examine the causal role of CLDN2 in modulating Survivin expression, we used HT-29^Cldn2KD^ cells in which CLDN2 expression was stably inhibited. Ex vivo culture of colon crypts from *Cldn2*TG and WT mice was also used and subjected to DSS-induced injury. Immunoblot analysis showed a linear association between CLDN2 and Survivin expression, which contrasted with expression of cleaved caspase-3 (Figure 8, D and E, and Supplemental Figure 8, I and J). We further validated this causal association using epithelial cells isolated from the intestinal crypts from *Cldn2*KO and WT mice as well as control and HT29^Cldn2KD^ cells subjected to the DSS injury and repair. Immunoblot analysis supported a causal association of CLDN2 expression in regulating Survivin expression during intestinal epithelial injury/repair (Figure 8F and Supplemental Figure 8, K–M). To complement this, Cldn2overexpressing cells were subjected to DSS-induced injury/recovery with and without inhibition of Survivin (Ym155) during the recovery phase. As shown in Figure 8G and Supplemental Figure 8N, despite sustained CLDN2 overexpression, inhibiting Survivin signaling promoted cleaved caspase-3 expression. Taken together, above data suggested a causal role of CLDN2 in modulating Survivin expression during injury/repair.

### The CLDN2/Survivin axis helps promotes MH and may inhibit progression of colitis to CAC.

We next tested the significance of the gain or loss of function of the CLDN2/Survivin axis in colitis-associated repair/MH. Immunoblot analysis using lysates from *Cldn2*KO mice subjected to recovery from DSS-induced colitis showed downregulated Survivin expression (versus WT mice). In contrast, Survivin expression was significantly upregulated in *Cldn2*TG mice subjected to chronic colitis (Figure 8H and Supplemental Figure 8O). We have previously reported that *Cldn2*TG mice are protected from chronic DSS-induced colitis (10). A recent report suggests that Survivin expression is upregulated during the resolution of inflammation and CAC (37). We therefore further sought to specify the role of the CLDN2/Survivin axis using both *Cldn2*KO and *Cldn2*TG mice during CAC development. As shown in Figure 8I and Supplemental Figure 8P, we found a context-specific role of the CLDN2/Survivin axis during CAC development. The overall postulation based on above data is illustrated in Figure 8J.

### An upregulated CLDN2 expression associates positively with Survivin expression and MH in patients with IBD.

To determine the clinical significance of our findings, we further examined CLDN2 expression in patients with IBD in association with MH. We first performed an unbiased in silico analysis of the published high-throughput transcriptome from patients with IBD (see Methods). Quantitative assessment demonstrated a robust *CLDN2* upregulation in patients with IBD versus healthy individuals; however, there was also downregulation of other claudins (Figure 9A). An upregulated CLDN2 expression also characterized the biopsy samples from patients with IBD (Figure 9B). Notably, the blinded determination by a GI pathologists determined that CLDN2 expression in such biopsies was associated positively with the regenerative crypts compared with the adjacent chronically injured crypts (Figure 9, B and C). Coimmunofluorescence and in silico analysis using samples from patients with IBD and a data set further validated a positive association of CLDN2 expression with Ki67 (Figure 9, A and D–F). Our analysis of cohorts of patients with IBD further revealed a significant increase in *BIRC5* (Survivin) expression and a positive association with *CLDN2* expression (Figure 9, A and G–I). Taken together, the above data support a potentially novel role of CLDN2 in regulating Survivin signaling to promote inflammation-associated regeneration/repair and thus delay the CAC progression.

## Discussion

CAC is a comorbidity of IBD and a major cause of patient death (38). Our current findings reveal a role for CLDN2 expression in protecting against CAC through its potentially novel role in promoting MH. A dysregulated balance between proliferation and apoptosis is central to the oncogenic growth, and our data suggest that the suppressed CAC in *Cldn2*KO mice despite chronic inflammation is due to increased IEC apoptosis. In this regard, inflammation/injury-associated CLDN2 upregulation was restricted to the SCA-1^+^, Ki67^+^, and/or Survivin^+^ cells, and *Cldn2* loss impaired the recovery of mice from colitis. It is noteworthy here that the proinflammatory signaling and molecular apparatus, known to promote IEC death and that characterizes the WT mice subjected to acute colitis, persisted in *Cldn2*KO mice, even when they were allowed to recover from colitis. Our additional finding that SCA-1 and Survivin expression is co-upregulated with CLDN2 in the regenerating crypts in WT mice but not in *Cldn2*KO mice aligns with our overall hypothesis, as both SCA-1 and Survivin signaling promote regeneration/repair (37, 39, 40).

Importantly, intestinal CLDN2 expression is uniquely restricted to the crypt base, among claudin proteins expressed in intestine and among leaky and proliferative colonocytes (10, 18, 41). Furthermore, intestinal *Cldn2* expression decreases with age and maturation of the gut barrier (42). These findings led to an appreciation of CLDN2 upregulation in IBD and its role in gut permeability (8, 9, 43). However, mouse modeling of CLDN2 expression, as in IBD, unexpectedly protected from colitis (10, 11). The contrasting increase in colitis in *Cldn2*KO mice suggested a rather adaptive role of colitis-induced CLDN2 upregulation (12). A recent report that depleting the T and B lymphocytes in Villin-*Cldn2*TG mice renders them susceptible to T cell colitis contrasts above findings; however, it also suggests a direct/indirect role of CLDN2 in mucosal immune homeostasis (13). In this regard, we have previously reported an immune-suppressive phenotype in *Cldn2*TG mice (10). A contrasting increase in proinflammatory signaling characterized *Cldn2*KO mice when subjected to colitis, which we have validated in current studies (12, 44). An explanation for such immune-suppressive effects of CLDN2 upregulation could be its role in mucosal Na^+^ (paracellular) transport and hence water flux, as described previously (11). However, a report that CLDN2 expression is dispensable for mucosal Na^+^ homeostasis argues against this postulation (45, 46). Moreover, Raju et al. found that compensatory upregulation of CLDN15, a paracellular cation transporter, in colitis-challenged *Rag-1*KO/*Cldn2*KO mice was insufficient to rescue the disease phenotype (13). Notably, claudin-15 expression is indispensable for intestinal Na^+^ transport (45). Taken together, it appears that CLDN2-dependent regulation of paracellular Na^+^/H_2_O transport alone may not explain the complex effects of CLDN2 expression in IBD.

Notably, along with its role in paracellular transport, CLDN2 has been implicated in autophagy, cell proliferation, and migration in IECs as well as cancer stem cell regulation in CRC (18, 19, 47). In addition, CLDN2 is a target of EGFR, KGFR, vitamin D receptor, Wnt/β-catenin, pERK1/2, and pAKT signaling and immune cytokines, including IL-6, and IL-22, which play key role in MH (11, 17, 18, 43, 48–51). Many of these signaling pathways also promote neoplastic growth when deregulated, including in CRC (33, 52). Both, *Cldn2*KO mice and WT mice receiving EGFR inhibitor showed impaired recovery from colitis. Furthermore, in WT mice recovering from colitis, inhibiting EGFR signaling inhibited CLDN2 upregulation and MH. We have previously shown that EGFR activation is essential for colonic CLDN2 expression (16, 18). Our data that CLDN2 upregulation was localized primarily to the regenerating crypts and associated significantly with Ki67^+^ crypt cells aligned with a role for EGFR/CLDN2 signaling in regulating the crypt proliferation and/or migration. In this regard, our analysis of the coexpression of CLDN2 and Ki67 suggests that the recovery-associated CLDN2 upregulation was localized in crypt cells at the crypt base and the transit-amplifying zone. Further analysis using “single-cell analysis” will be needed for the true appreciation of specific crypt cells where CLDN2 expression is upregulated during MH, which is part of our ongoing studies. Taken together, it appears that inhibition of EGFR signaling inhibits CLDN2 expression to accelerate apoptosis of differentiated cells or reduced proliferation of the stem cell compartment, resulting in impaired recovery. Interestingly, pharmacological inhibition of EGFR signaling during CAC has context-dependent effects on CAC development (33, 53). This suggests a separation in CLDN2 versus EGFR functions in IBD and CAC, which deserves further investigation.

We have previously reported that CLDN2 overexpression in IECs promotes expression of antiapoptotic protein Bcl2 (10). In accordance with this, current data suggest a positive association between CLDN2 expression and IEC survival during colitis/recovery. Our results further show that CLDN2 promotes Survivin expression in promoting MH. As a member of the inhibitor of apoptosis family, Survivin is known for its antiapoptotic function and is highly expressed in regenerative tissue. We also found a positive association of *CLDN2* with a *BIRC5*-dependent transcriptional program. We validated the role of CLDN2 in modulating Survivin expression in multiple murine models of colitis and recovery and ex vivo studies using colonic crypts subjected to injury/repair. Of note, genetic inhibition of Survivin expression in the IECs in vivo promotes apoptosis and thus support our findings (40). A significant increase in CLDN2 expression along with Survivin in patients with IBD further supports our findings and the prognostic significance of the CLDN2/Survivin axis in IBD and CAC risk. EGFR signaling promotes Survivin expression (54). Our data that CLDN2 loss dysregulates the expression of proteins associated with the DDR further support a causal yet complex association of CLDN2 and Survivin in regulating IEC survival under stress. Moreover, expression of γH2A.X and P-21/Cip1 was upregulated in *Cldn2*KO mice, which is associated with genomic stability and protection from cancer development (40, 54). How CLDN2 regulates Survivin in IBD remains to be determined and is part of our ongoing studies. Overall, our data indicated that the EGFR/CLDN2/Survivin axis and DDR signaling play a crucial role in colitis/inflammation-associated MH.

Taken together, we describe what we believe to be a novel role for CLDN2 in protection from CAC, potentially by promoting MH. To our knowledge, this is the first report that describes the role of the dysregulated expression of a barrier-integral protein in promoting MH and, thus, barrier integrity as a means to limit disease severity and neoplastic growth. We believe that the outcome of this study will provide a better understanding of the role of CLDN2 in IBD and clinical management of patients, including CAC risk.

## Methods

### Cell lines and antibodies.

Caco-2 and HT-29 cells were purchased from ATCC. Cells were cultured in DMEM-high glucose and supplemented with 10% FBS and 100 U/mL penicillin-streptomycin. They were grown in a monolayer at 37°C with 5% CO_2_ and periodically tested for Mycoplasma contamination. Information about the antibodies used in this study is provided in Supplemental Table 2.

### Samples from patients with IBD.

All biopsy samples from patients with IBD were deidentified. Diagnosis of IBD was based on endoscopic findings and histological examination. In total, 21 biopsies with adjacent normal colon (14 from patients with ulcerative colitis and 7 from patients with Crohn’s disease with colon involvement) were taken from individuals who had chronic colitis and underwent endoscopy at University of Nebraska Medical Center (UNMC).

### IBD (GEO) transcriptomic data set analysis.

Publicly available whole-transcriptome data sets from patients with IBD (GSE48634, GSE53306, GSE38713, GSE16879, GSE36807, GSE9452, GSE13367, GSE14580, GSE75214, GSE59071, and GSE48958) (55–65) were downloaded from Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) using the GEOquery package in R programming language (66). All data were batch normalized and log_2_ transformed using the “sva” package in R programming language (67).

### Murine models of experimental colitis and CAC.

All mouse lines were on a C57BL/6 background. The Villin-*Cldn2*–transgenic (*Cldn2*TG) and *Cldn2*KO mice have been characterized previously (10, 44). Moreover, *Cldn2*TG and *Cldn2*KO mice are always bred with WT mice, and thus all the studies involving CLDN2-manipulated mice are done using littermate control mice. Age- and sex-matched C57BL/6, *Cldn2*TG, and *Cldn2*KO mice were used. The induction of acute and chronic DSS-induced colitis, colitis/recovery, and AOM/DSS-induced CAC was carried out as described previously (10, 11, 31, 68).

### Histological scoring.

H&E-stained colonic tissue sections were scored by pathologist in a masked manner using the following measures: inflammation (score of 0–3), percentage involved in inflammation (score of 1–4), depth of inflammation (score of 0–3), crypt damage (score of 1–4), and percentage involved in crypt damage (score of 1–4). The overall injury score was calculated using these individual scores, as explained in the Supplemental Table 3 (10).

### Determination of crypt regenerative index.

The extent of mucosal crypt regeneration was graded as described previously (69). Briefly, for epithelial regeneration, two pathologists graded the histological sections of control and experimental mouse colon in a masked fashion. A range from 0 to 3 was used to describe normal epithelium, epithelium not intact, and no tissue repair, respectively. The epithelial crypt regenerative index was determined by subtracting these scores from 3.

### Epithelial intrinsic models of intestinal epithelial injury.

Multiple models of intestinal epithelial injury and repair/regeneration were used, including DSS-, irradiation-, and 5FU-induced injuries (26, 70–72).

### Immunoblotting analysis.

Immunoblotting was performed using total lysates from the colons, crypts, and/or epithelial cells, as described previously (73).

### Mouse cytokine array analysis.

For cytokine analysis between *Cldn2*TG and WT mice, colonic tissues were homogenized in lysis buffer containing protease inhibitors and then centrifuged at 10,000*g* for 5 minutes to remove the cellular debris. Sample protein concentrations were estimated by Bradford Reagent (Bio-Rad) and normalized. Cytokine array was performed using the Proteome Profiler Mouse Cytokine Array Kit, Panel A (ARY006, R&D Systems) according to the manufacturer’s instruction. The relative expression of cytokines and chemokines was quantified using Image Lab software (Bio-Rad).

### Immunostaining analysis.

Immunofluorescence and/or immunohistochemical staining were done, as described previously (41). Imaging was done under identical microscope settings (for each antigen), and further processing was done using Adobe Photoshop.

### Staining intensity scoring.

Semiquantification of the intensity of immunofluorescence and immunohistochemical staining for CLDN2, Ki67, and Survivin was done using Nikon’s NIS-Elements-Basic software (Eclipse-*Ti* microscope, Nikon). The scoring of the CLDN2 immunostaining intensity in the epithelium of IBD biopsies was done by a pathologist. The intensity of CLDN2 expression was scored as follows: 0, negative; 1, weak; 2, moderate; and 3, strong. The criteria for grading the percentage scores were as follows: 0, 0% of cells were positive; 1, 1%–10% of cells were positive; 2, 11%–30% of cells were positive; 3, 31%–50% of cells were positive; 4, 51%–80% of cells were positive; and 5, >80% of cells were positive. The CLDN2 expression intensity was calculated by multiplying the percentage and intensity subscores.

### Colonoscopy-assisted intestinal wound healing assay.

A high-resolution Karl-Stroz mouse colonoscope was used. To study the mucosal wound healing process, colonoscope-assisted biopsies were performed, as described previously (74, 75). In brief, colonic wounds (2–3 wounds/mouse) were created using biopsy forceps in sedated mice under anesthetic (isoflurane inhalation). Wound healing process was longitudinally followed and digitally imaged using the colonoscope. Wound area of each biopsy region was calculated using Infinity Analyze software (Lumenera Corporation). The percentage of wound closure was quantified respective to day 0 of each genotype and then compared between *Cldn2*KO and WT mice. For immunofluorescence analysis, colons were opened longitudinally using a surgical microscope, and wounds were harvested from colons and frozen fixed in optimum cutting temperature formulation for further analysis.

### RNA isolation, qRT-PCR, and RNA-Seq analysis.

RNA isolation was done using the Quick-RNA Mini-Prep Kit (Zymo Research). RNA libraries were prepared, and sequencing was done using an Illumina NovaSeq6000 sequencer at the Genomics Core Facility, UNMC. The resulting sequencing data were quality tested and analyzed with established bioinformatics pipeline, which included mapping of the RNA-Seq to the reference genome using TopHat2, quantification of reads using “featureCounts” from the Subread package, differential analysis using DESeq2, and functional enrichment using FunSet and ConsensupathDB (76–79). For the RT-qPCR analysis, total RNA was reverse transcribed using the iScript cDNA Synthesis Kit (Bio-Rad). The PCR reactions were performed using antigen-specific primers (Supplemental Table 4). Each well contained SYBR Green Master Mix (Bio-Rad), respective primer set, and cDNA (30 ng). Samples were loaded in duplicates in 96-well plates and run on a Bio-Rad CFX connect (Bio-Rad) qPCR machine. Ct values were utilized to calculate fold change. Normalization was performed using β-actin amplification.

### Statistics.

All data presented are representative of at least 3 repeated experiments, unless stated otherwise. Mean values with SEM were used for independent 2-tailed Student’s *t* tests or 1-way ANOVA. Corrections for multiple comparisons were made using Tukey’s multiple comparison tests in Prism 9.3.1 (GraphPad Software Inc.). A *P* value of less than 0.05 was defined as statistically significant.

### Study approval.

Animal procedures were approved by the UNMC Institutional Animal Care and Use Committee (protocol 17.126.11FC). Deidentified biopsy specimens from patients with IBD who had undergone endoscopy procedures at UNMC were obtained and used in this study. The UNMC Institutional Review Board approved this study for clinical research.

### Data availability statement.

The RNA-Seq data were deposited in the GEO database (GSE207221). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

RA, BK, RLT, and SKY conducted the experiments. RA, IT, and DKB performed the bioinformatics analyses. MKW and GAT performed pathological analyses. RA, PD, and ABS conceptualized the study and wrote manuscript. PD, ASY, and ABS critically reviewed the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
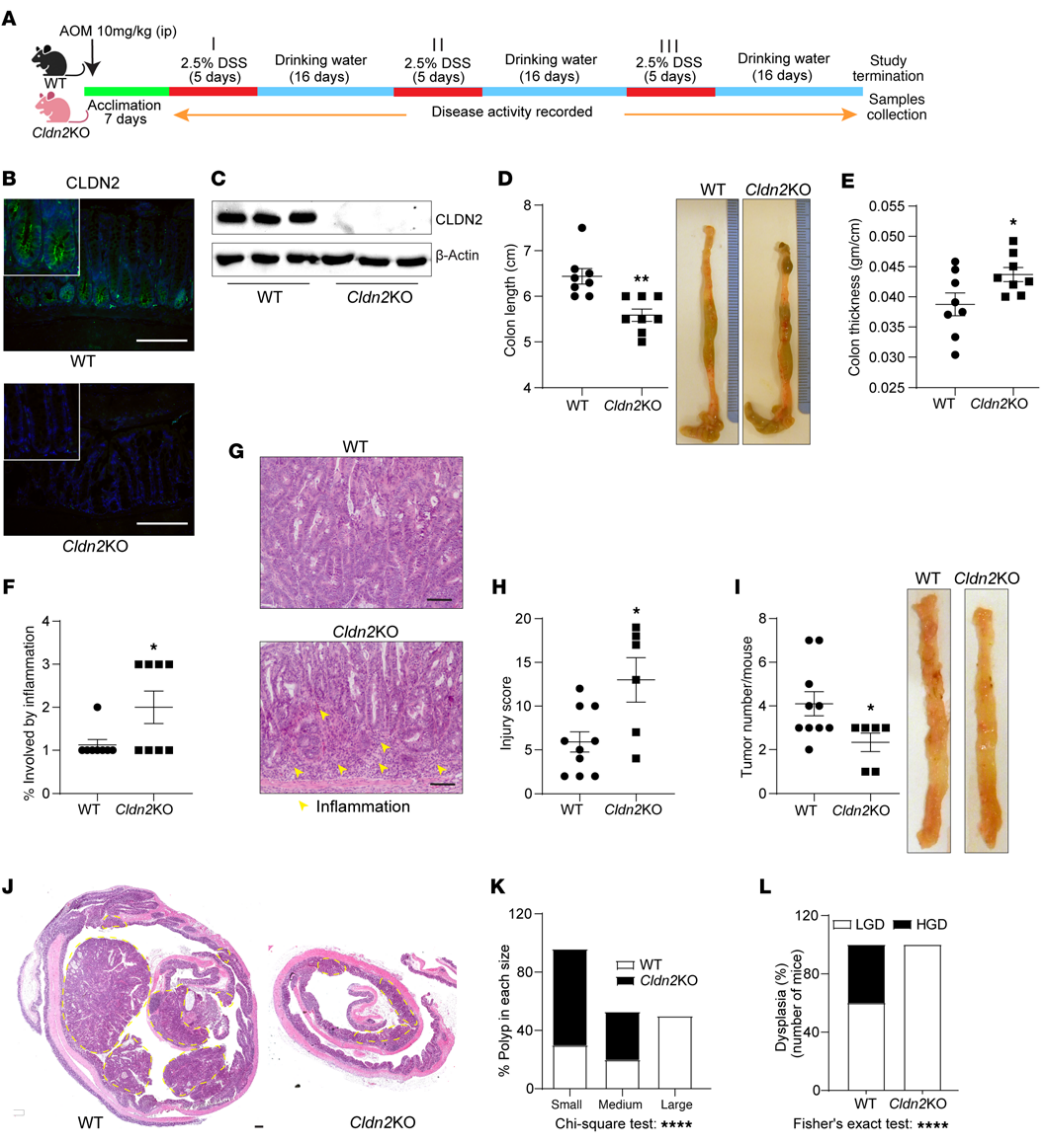
Colitis-associated cancer is significantly inhibited in *Cldn2*KO mice. (**A**) Schematic of the experimental strategy to induce colitis-associated colon cancer. (**B** and **C**) Representative immunofluorescence and immunoblot analysis confirming loss of CLDN2 expression in *Cldn2*KO mice. (**D**) Representative images of colons and colon length in AOM/DSS-treated *Cldn2*KO and WT mice (*n* = 8/group). (**E**) Colon edema (g/cm; *n* = 8/group). (**F**–**H**) Percentage of colon involved by inflammation (*n* = 8/group), representative H&E images, and mucosal injury score (WT/*Cldn2*KO: *n* = 10/6 mice). (**I** and **J**) Tumor growth and representative H&E analysis of the colons from AOM/DSS-treated *Cldn2*KO (*n* = 10) and WT (*n* = 6) mice. (**K** and **L**) Size of the colon polyps and dysplasia in *Cldn2*KO (*n* = 6) versus WT (*n* = 10) mice. Data in **D**–**F**, **H** and **I** are presented as the mean ± SEM. *P < 0.05, **P < 0.01 by 2-tailed unpaired *t* test. Data in **K** and **L** are presented as percentage number. ****P < 0.0001 by χ^2^ and Fisher’s exact test. Scale bar: 100 μM (**B** and **G**); 200 μM (**J**).

**Figure 2:**
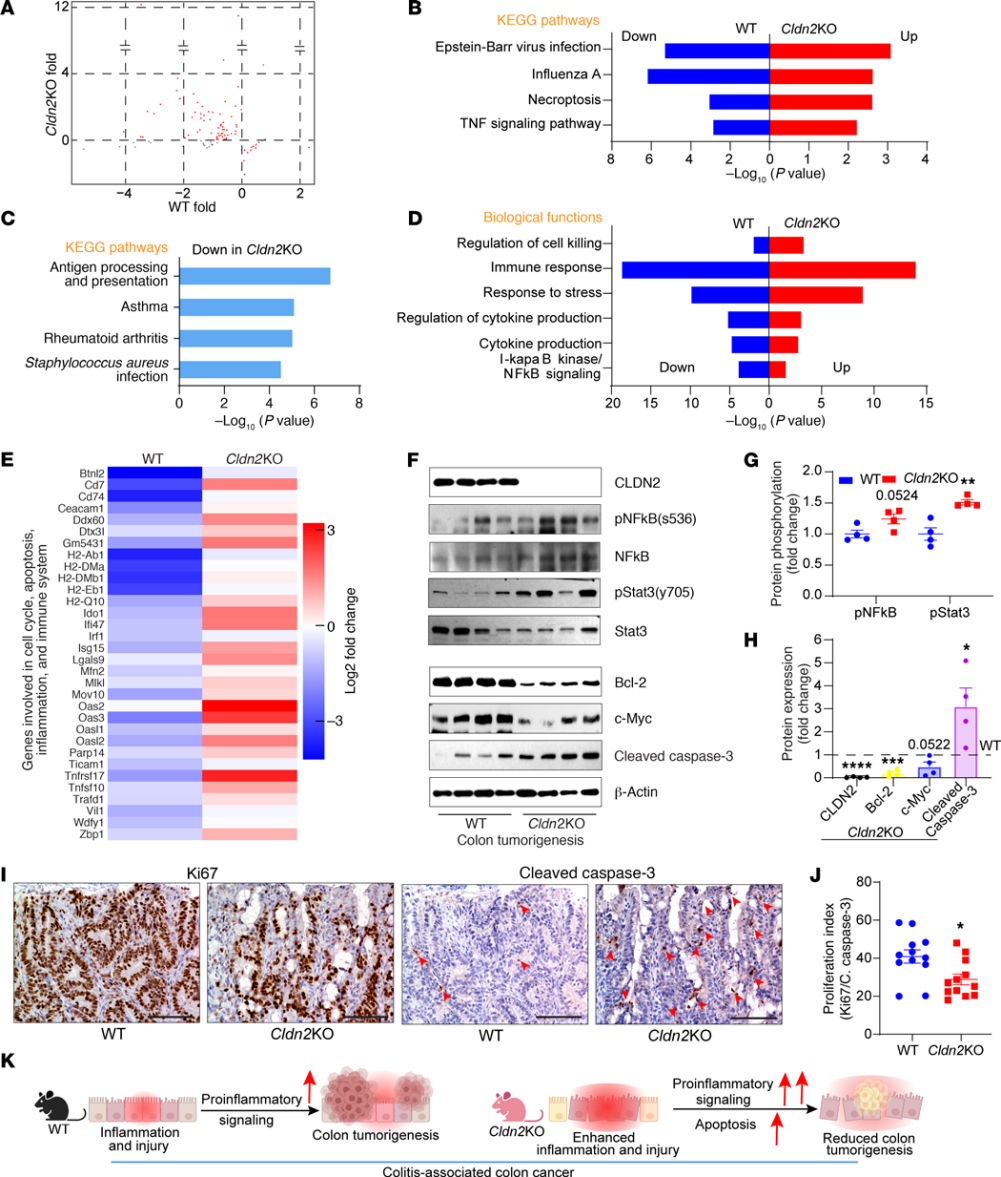
*Cldn2* loss-of-expression promotes proinflammatory and proapoptotic transcriptional programs in mice subjected to colitis-associated cancer. (**A**) Scatter plot depicting the comparative transcriptomic profile (RNA-Seq) between *Cldn2*KO and WT mice subjected to colitis-associated cancer (CAC) (*n* = 3/group). (**B**–**D**) KEGG pathway and GO biological function analysis based on differentially expressed genes (DEGs) in RNA-Seq analysis using colon RNA from AOM/DSS-treated *Cldn2*KO and WT mice (*n* = 3/group). (**E**) Heatmap showing selected DEGs (*n* = 3/group). (**F**–**H**) Immunoblotting and densitometric analysis of proteins involved in inflammation, proliferation, cell survival, and apoptosis in AOM/DSS-treated *Cldn2*KO and WT mice (*n* = 4/group). (**I** and **J**) Representative images of Ki67 and cleaved caspase-3 expression, and proliferation index (Ki67/cleaved caspase-3 expression) in AOM/DSS-treated mice (*n* = 4/group; 3 images/mice). (**K**) Graphical modeling representing the overall outcome of *Cldn2*KO mice when subjected to CAC. Data in **G**, **H**, and **J** are presented as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by 2-tailed unpaired *t* test. Scale bar: 100 μM.

**Figure 3:**
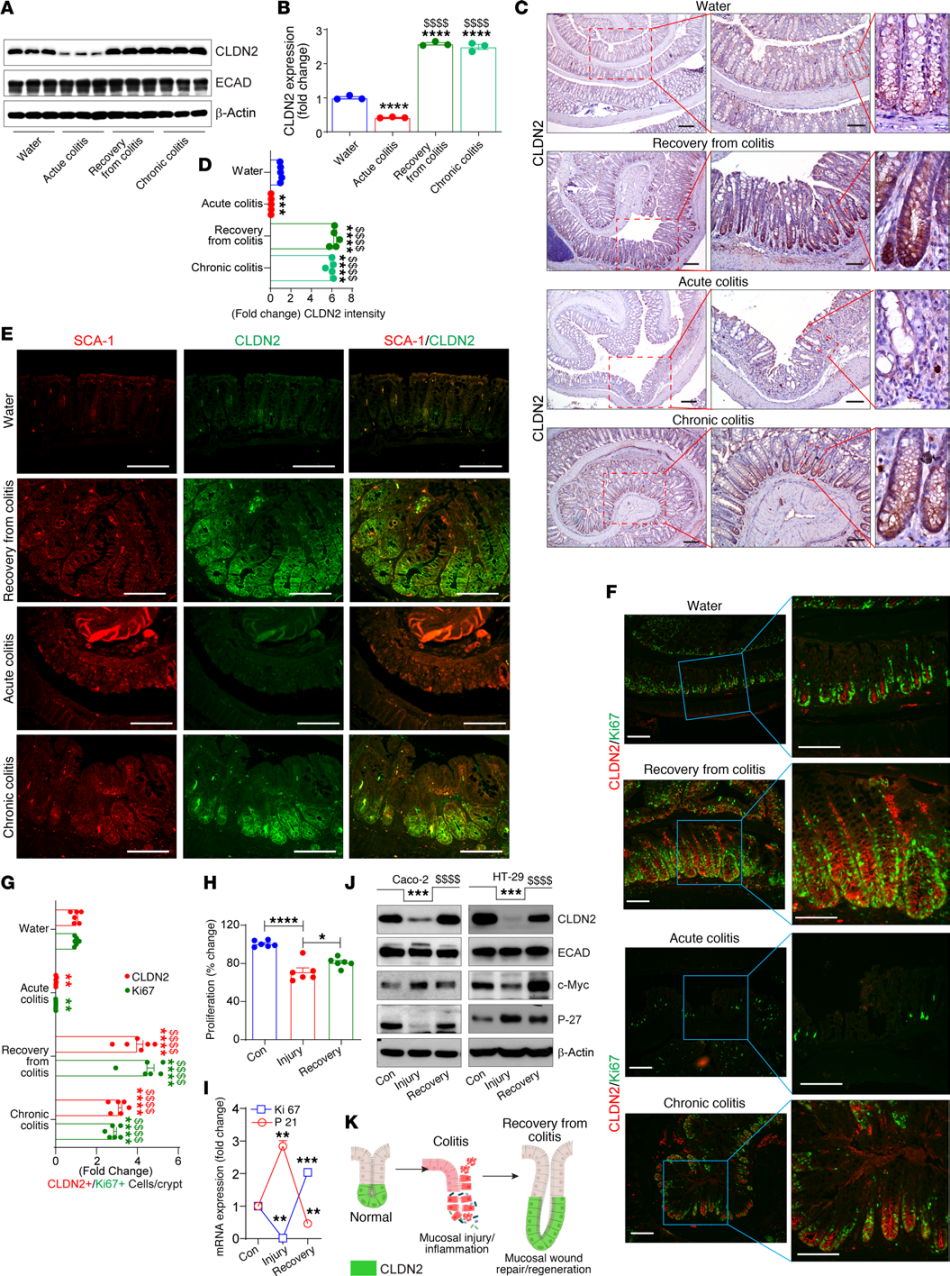
Colitis-mediated regulation of CLDN2 expression is context dependent and biphasic. (**A** and **B**) Epithelial enriched fractions of WT mouse colon that were untreated, subjected to DSS-induced colitis and recovery, or chronic DSS-induced colitis (*n* = 3/group). (**C** and **D**) Representative images and IHC intensity analysis using anti-CLDN2 antibody (*n* = 5/group). (**E**) Coimmunofluorescence image analysis for CLDN2 and SCA-1 in colon Swiss roll of mice subjected to acute DSS-induced colitis, DSS-induced colitis/recovery, or chronic DSS-induced colitis (*n* = 5/group). (**F** and **G**) Coimmunofluorescence and quantitative analysis using anti-CLDN2 and -Ki67 antibodies (*n* = 6/group). (**H** and **I**) MTT assay and RT-qPCR analysis using Caco2 cells subjected to DSS-induced injury and subsequent recovery (*n* = 3 independent experiments). (**J**) Immunoblot analysis for CLDN2, ECAD, c-Myc, and P27/Kip1 (*n* = 3 independent experiments). (**K**) Model depicting regulation of CLDN2 during colitis (injury phase) and recovery (repair/regeneration phase). Data in **B**, **D**, **G**, and **H**–**J** are presented as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ^$$$$^*P* < 0.0001 by 1-way ANOVA with Tukey’s test. Scale bar: 100 μM (**C**, **E**, and **F**); 200 μM (**C**).

**Figure 4:**
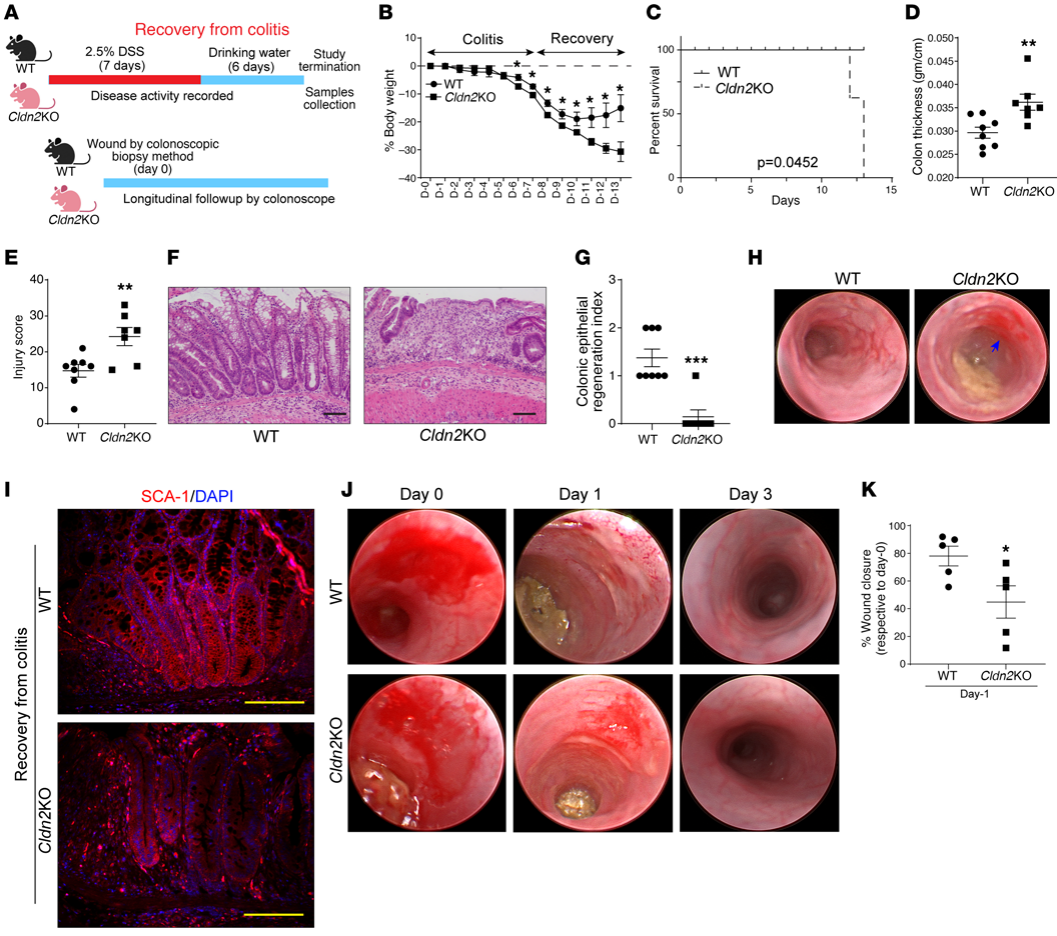
*Cldn2*KO mice show impaired recovery and mucosal healing following DSS-induced colitis. (**A**) Schematic illustration of experimental design. (**B**) Percentage weight change in *Cldn2*KO and WT mice subjected to DSS-induced colitis and recovery (*Cldn2*KO/WT: *n* = 8/7). (**C**) Km plot depicting mouse mortality during colitis/recovery (*Cldn2*KO/WT: *n* = 8/7). (**D**) Colon thickness (g/cm; *Cldn2*KO/WT: *n* = 8/7). (**E** and **F**) Mucosal injury score and representative H&E analysis (*Cldn2*KO/WT: *n* = 8/7). (**G**) Quantitation of epithelial regeneration by a pathologist in *Cldn2*KO and WT mice during recovery from colitis (*Cldn2*KO/WT: *n* = 8/7). (**H**) Representative images showing colonoscopic evaluation of colonic inflammation in *Cldn2*KO mice compared with WT mice. (**I**) Coimmunofluorescence image analysis for SCA-1 in colon Swiss roll of *Cldn2*KO and WT mice subjected to recovery from colitis. (**J**) Wound healing assay using colonoscope-assisted wounding. (**K**) Quantitative image analysis shows delayed mucosal healing in *Cldn2*KO mice compared with that in WT mice (*n* = 5/group). Data in **B**, **D**, **E**, **G**, and **K** are presented as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by 2-tailed unpaired *t* test. Survival data in **C** was assessed by log-rank (Mantel-Cox) test. Scale bar: 100 μM.

**Figure 5:**
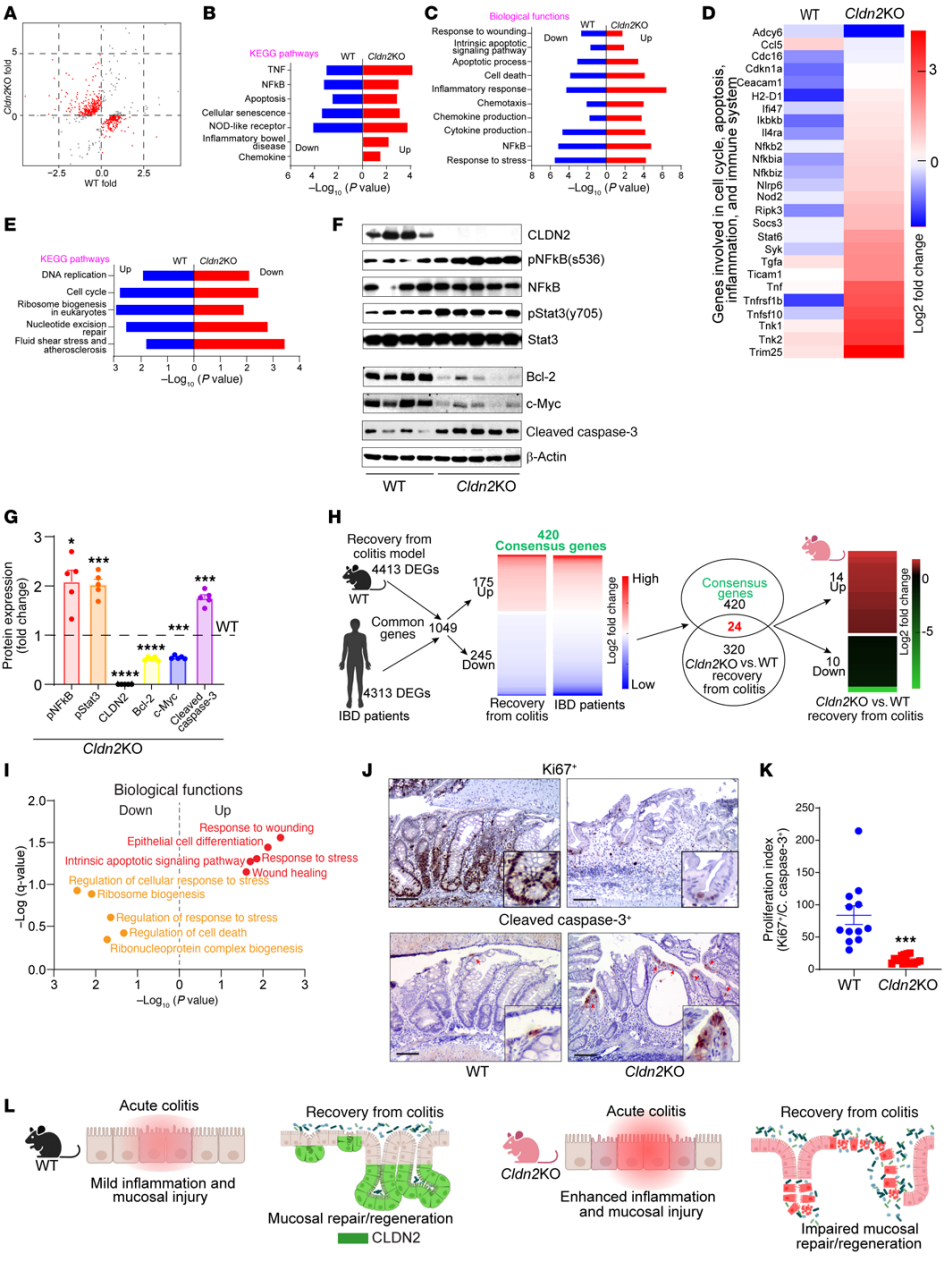
Loss of *Cldn2* results in a defective mucosal healing transcriptomic response, which differs from the conserved gene expression profile between WT mice recovering from IBD and patients with IBD. (**A**) Scatter graph showing differential gene expression between *Cldn2*KO and WT mice recovering from colitis (*n* = 3/group). (**B** and **C**) Most prominent KEGG pathways and GO biological processes based on gene expression upregulated in *Cldn2*KO mice versus WT mice during recovery from colitis (*n* = 3/group). (**D**) Heatmap depicting differential gene expression, which was primarily associated with cell cycle, apoptosis, inflammation, and immune homeostasis (*Cldn2*KO versus WT mice; *n* = 3/group). (**E**) Most prominent downregulated KEGG pathways in *Cldn2*KO mice compared with WT mice (*n* = 3/group). (**F** and **G**) Immunoblotting and densitometric analysis of proteins involved in inflammation, proliferation, survival, and apoptosis in mice recovering from colitis (*Cldn2*KO; *n* = 5) and WT (*n* = 4) mice. (**H**) The gene profile in *Cldn2*KO mice recovering from colitis differs from the conserved profile between mice and humans. (**I**) Significant dysregulation of GO biological processes that are associated with mucosal healing in *Cldn2*KO mice versus WT mice. (**J** and **K**) Immunohistochemical analysis for cleaved caspase-3 and Ki67, and proliferation index (WT/*Cldn2*KO: *n* = 4/5 mice; 3 fields in each mice Swiss role). (**L**) Schematics showing that loss of CLDN2 results in impaired mucosal healing. Data in **G** and **K** are presented as the mean ± SEM. *P < 0.05, ***P < 0.001, ****P < 0.0001 by 2-tailed unpaired *t* test. Scale bar: 100 μM.

**Figure 6:**
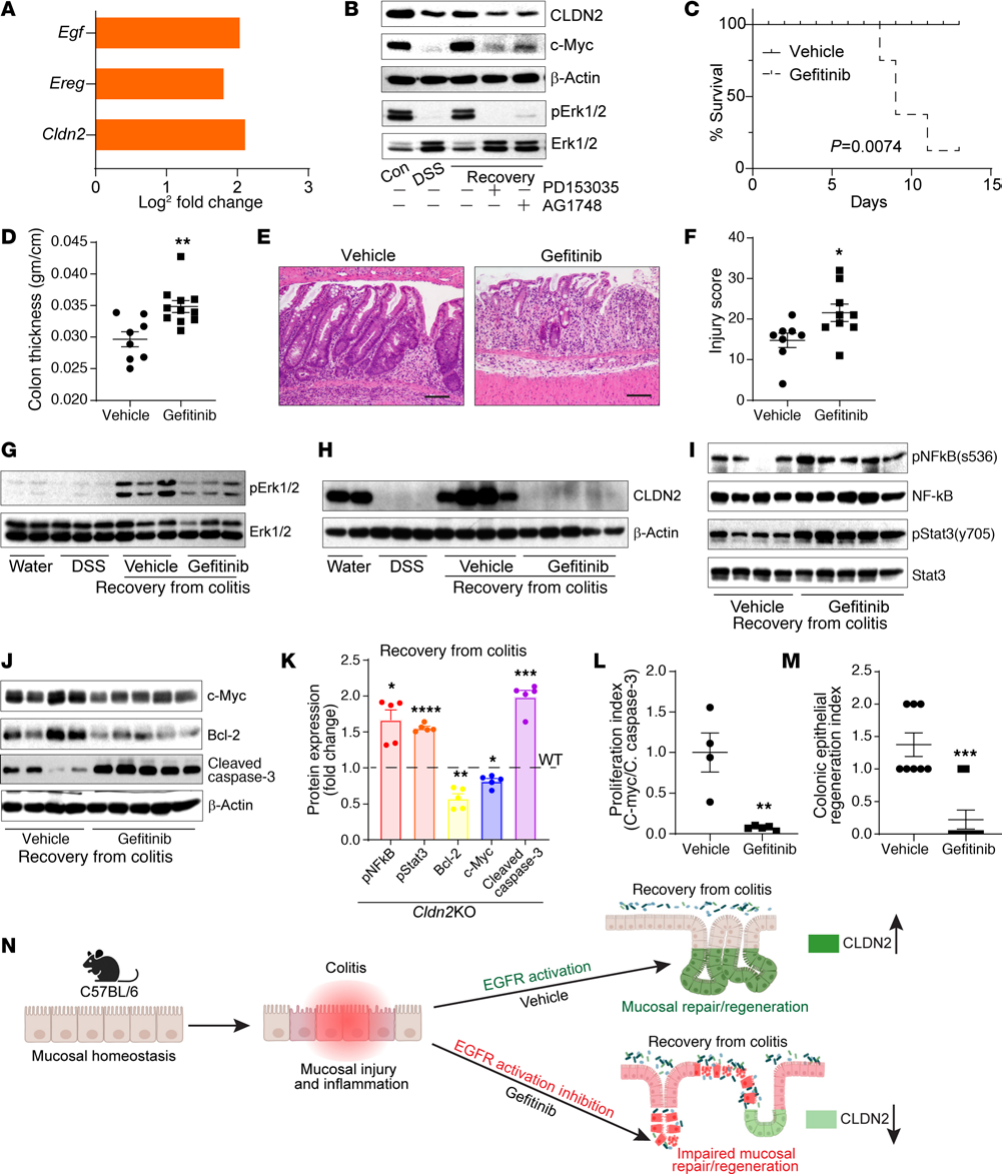
Inhibiting EGFR signaling in WT mice recovering from DSS-induced colitis inhibits CLDN2 upregulation and impairs mucosal healing. (**A**) Differentially expressed genes (DEGs; RNA-Seq analysis) in mice recovering from DSS-induced colitis show upregulated *Cldn2* expression, along with *Egf* and *Ereg* (EGFR ligands) (*n* = 3/group). (**B**) Immunoblot analysis using Caco-2 cells subjected to DSS-induced injury/repair with or without inhibitors of EGFR activation (*n* = 3 independent experiments). (**C**) Km analysis for survival in mice receiving EGFR inhibitor (gefitinib) during recovery from colitis (vehicle/gefitinib: *n* = 9/13). (**D**) Colon thickness (g/cm; vehicle/gefitinib: *n* = 8/11). (**E**) H&E images showing profound mucosal injury/impaired regeneration in gefitinib-treated mice and (**F**) mucosal injury score (vehicle/gefitinib: *n* = 8/9). (**G** and **H**) Immunoblot analysis using total colon lysate. pErk1/2/Erk1/2 and CLDN2 expression served as a marker of EGFR activation (water/DSS/vehicle/gefitinib: *n* = 2/3/3/3). (**I**–**K**) Immunoblot analysis for the markers of inflammation, cell survival, and apoptosis in gefitinib- and vehicle-treated mice during recovery from colitis (vehicle/gefitinib: *n* = 4/5). (**L**) Proliferative index (vehicle/gefitinib: *n* = 4/5). (**M**) Epithelial regenerative index in gefitinib-treated mice versus vehicle-treated WT mice (vehicle/gefitinib: *n* = 8/9). (**N**) Graphical summary depicting integration between EGFR and CLDN2 in colitis-associated epithelial restitution/healing. Survival data in **C** were assessed by log-rank (Mantel-Cox) test. Data in **D**, **F**, and **K**–**M** are presented as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by 2-tailed unpaired *t* test. Scale bar: 100 μM.

**Figure 7:**
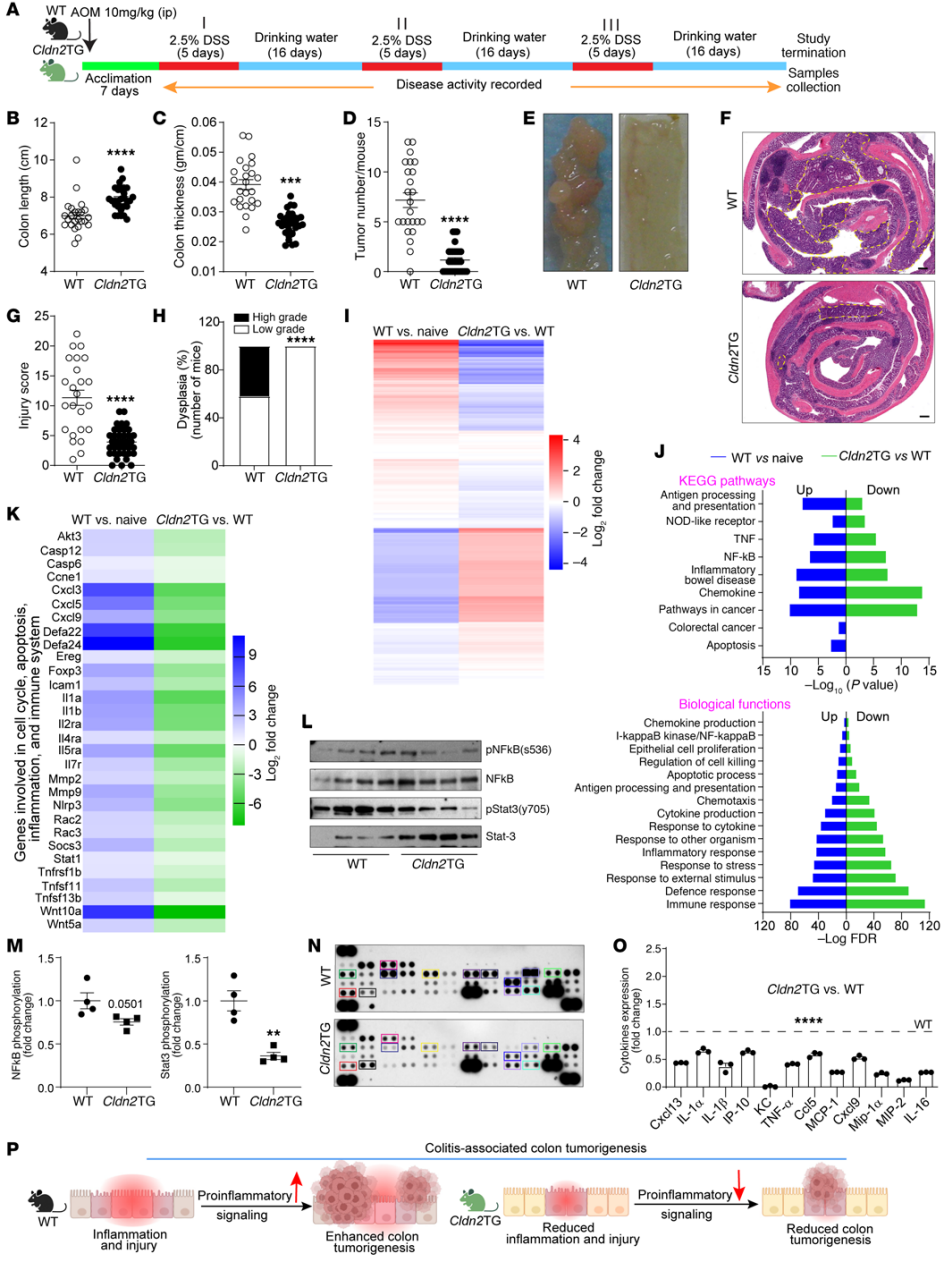
CLDN2 overexpression in the intestinal epithelium protects mice from colitis-associated cancer. (**A**) Graphical illustration of AOM/DSS tumorigenesis in Villin-*Cldn2*TG and WT mice. (**B**) Colon length (cm; WT/Villin-*Cldn2*TG: *n* = 24/31). (**C**) Colon edema (g/cm; WT/Villin-*Cldn2*TG: *n* = 24/31). (**D** and **E**) Tumor growth in the colon and representative images of the AOM/DSS-treated Villin-*Cldn2*TG and WT mouse colon (WT/Villin-*Cldn2*TG: *n* = 24/31). (**F** and **G**) H&E analysis and mucosal injury score (WT/Villin-*Cldn2*TG: *n* = 24/37). (**H**) Percentage of dysplasia in mice treated with AOM/DSS. (**I**) RNA-Seq analysis (differentially regulated genes [DEGs]) in mice subjected to AOM/DSS treatment (*n* = 3/group). (**J**) Significantly altered KEGG pathways and GO biological function in AOM/DSS-treated Villin-*Cldn2*TG and WT mice (*n* = 3/group). (**K**) Heatmap depicting the DEGs associated with cell cycle, apoptosis, inflammation, and immune homeostasis (*n* = 3/group). (**L** and **M**) Immunoblotting and densitometric analysis for Stat3 and NF-κB activation in mice subjected to AOM/DSS (*n* = 4/group). (**N** and **O**) High-throughput analysis for cytokine expression using total colon lysate and densitometry evaluations (*n* = 3/group). (**P**) Cartoon summarizing the role of upregulated CLDN2 in CAC. Data in **B**–**D**, **G**, and **M** are presented as the mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001 by 2-tailed unpaired *t* test. Data in **H** are presented as percentage number. ****P < 0.0001 by Fisher’s exact test. Data in **O** are presented as the mean ± SEM. ****P < 0.0001 by 1-way ANOVA with Dunnett’s multiple comparisons. Scale bar: 200 μM.

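Both parts of Figure 7I rest on the WT CAC mice, once against naive WT mice and once against *Cldn2*TG CAC mice. In WT CAC colon compared with naive WT colon, 15437 genes were tested and 2310 differed (adjusted p-value under 0.05 by edgeR), 1241 higher and 1069 lower, and 5032 had an unadjusted p-value under 0.05. The count moved most when a mouse was left out, to 135 without naive WT mouse 2 and to 4080 without WT CAC mouse 4. Of 14809 genes tested in both comparisons, 894 were called in both, and 892 of these (99.8%) had opposite directions. Of the 892, 639 were higher in WT CAC mice than in both other groups and 253 were lower. Across the 14809 genes, the 2 log2 fold changes had a Pearson r of -0.825; genes are not independent replicates. Since the WT CAC mice enter both comparisons with opposite sign, an r below 0 arises without any difference between groups. A simulation drew 3 groups with the same mean for each gene and the spread of the real groups. This design was set after a first one had been seen. In 20 draws r lay between -0.678 and -0.658, and at most 1 gene was called in both comparisons. Over all genes, 73.7% to 75.22% had opposite directions in the draws, against 73.47% in the real comparisons. That share is thus no larger than the built-in one. Any gene called in both in a draw was opposite too, so the 99.8% alone does not tell the groups from shared mice. When the comparisons used different WT CAC mice, r lay between -0.718 and -0.518 over 6 ways of choosing them, against -0.816 with all WT CAC mice on the same measure.

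**Figure D4:**
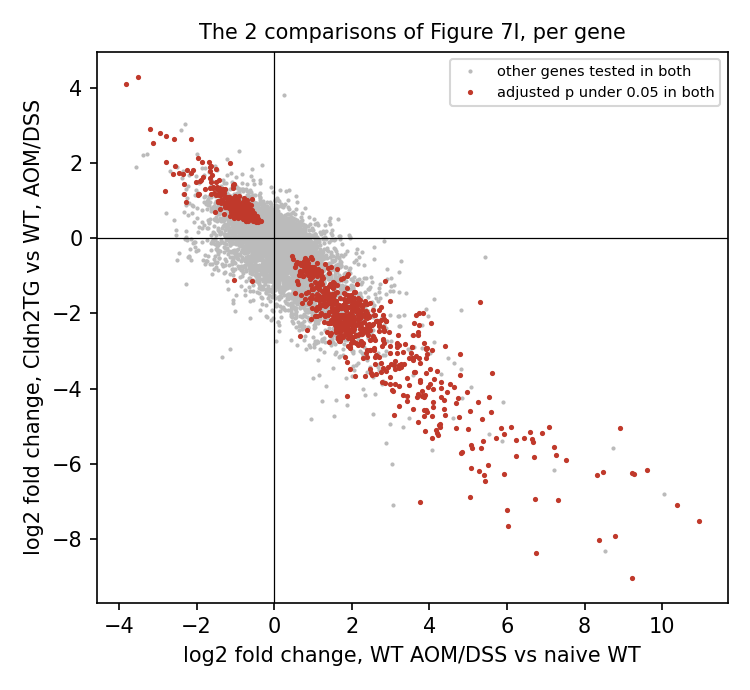
Log2 fold change of each gene in WT CAC against naive WT mice (horizontal axis) and in *Cldn2*TG CAC against WT CAC mice (vertical axis), with genes that have an adjusted p-value under 0.05 in both in red. Of the 894 red genes, 892 lie in the upper left or lower right part.

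Of the 30 genes of Figure 7K, 26 could be tested in WT CAC against naive WT mice. All 26 were higher in WT CAC mice, with a median log2 fold change of 2.07, and 21 were DEGs. Adjusted over the list alone, 26 passed, on a list that the study chose on these samples. *Casp6*, *Cxcl9*, *Il4ra*, *Tnfrsf1b* and *Tnfsf11* were tested and not called, and these apart from *Tnfsf11* were the genes of the 30 whose groups overlapped. The log2 fold change was 1.88 for *Rac2* (standard error 0.21, adjusted p = 0.00495), 4.1 for *Il1b* (standard error 0.84, adjusted p = 0.0249), 2.81 for *Icam1* (standard error 0.55, adjusted p = 0.0223) and 3.73 for *Mmp9* (standard error 0.73, adjusted p = 0.0198). *Cxcl5* had the largest change among the genes above the counting limit in naive WT mice (5.90, standard error 1.12, adjusted p = 0.0224), and *Wnt10a*, under that limit, was at least 116-fold higher in WT CAC mice. *Rac2* was called under every alternative and in each fit without 1 mouse. *Il1b*, *Icam1* and *Cxcl5* were not called without mouse 1, 2, 3 or 6 or with no filter on low counts, and *Mmp9* not without mouse 1, 2 or 3. Voom with a spread for each group, chosen after seeing the data, did not call *Il1b* (0.0559) or *Cxcl5* (0.0926). The adjusted p-values ranged from 1.8e-08 to 0.102 for *Il1b*, from 2.01e-08 to 0.0920 for *Icam1*, from 4.81e-07 to 0.0878 for *Mmp9* and from 6.03e-07 to 0.0926 for *Cxcl5*. Without WT CAC mouse 4 the number called was 29, and without naive WT mouse 2 it was 1. Without mouse 2 all 30 genes were still higher, however, and 29 had an unadjusted p-value under 0.05.

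Of the 11 lists of genes, 9 were called in this comparison by limma's camera. Higher in WT CAC mice were antigen processing and presentation (median log2 fold change 0.89, adjusted p = 1.81e-07), chemokines (1.12, adjusted p = 0.000987), interleukins (1.04, adjusted p = 0.000763), the TNF superfamily (1.95, adjusted p = 0.0193) and NF-kB targets and regulators (0.43, adjusted p = 0.000249). Interferon response (1.07, adjusted p = 1.2e-06), crypt regeneration (1.04, adjusted p = 0.000109) and Wnt target and tumour genes (1.8, adjusted p = 8.79e-09) were higher as well. Cell cycle and proliferation genes were lower (-0.33, adjusted p = 0.00198), but not without mouse 4 (-0.28, adjusted p = 0.0669). The adjusted p-value of that list ranged from 1.4e-06 to 0.492 over the alternatives and the fits without 1 mouse. Apoptosis (0.11, adjusted p = 0.616) and NOD-like receptor (0.21, adjusted p = 0.121) were not called, except that NOD-like receptor was called without mouse 3 (0.29, adjusted p = 0.0356) or mouse 6 (0.24, adjusted p = 0.0313). The medians of interleukins and chemokines were 1.94 and 2.02 without naive WT mouse 1. With at least 10 counts in every mouse, the TNF superfamily was not called (adjusted p = 0.175). With fry, 7 lists were called, not interferon response or cell cycle and proliferation. With an estimated inter-gene correlation 0 lists were called, and 0 had an unadjusted p-value under 0.05.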

**Figure 8:**
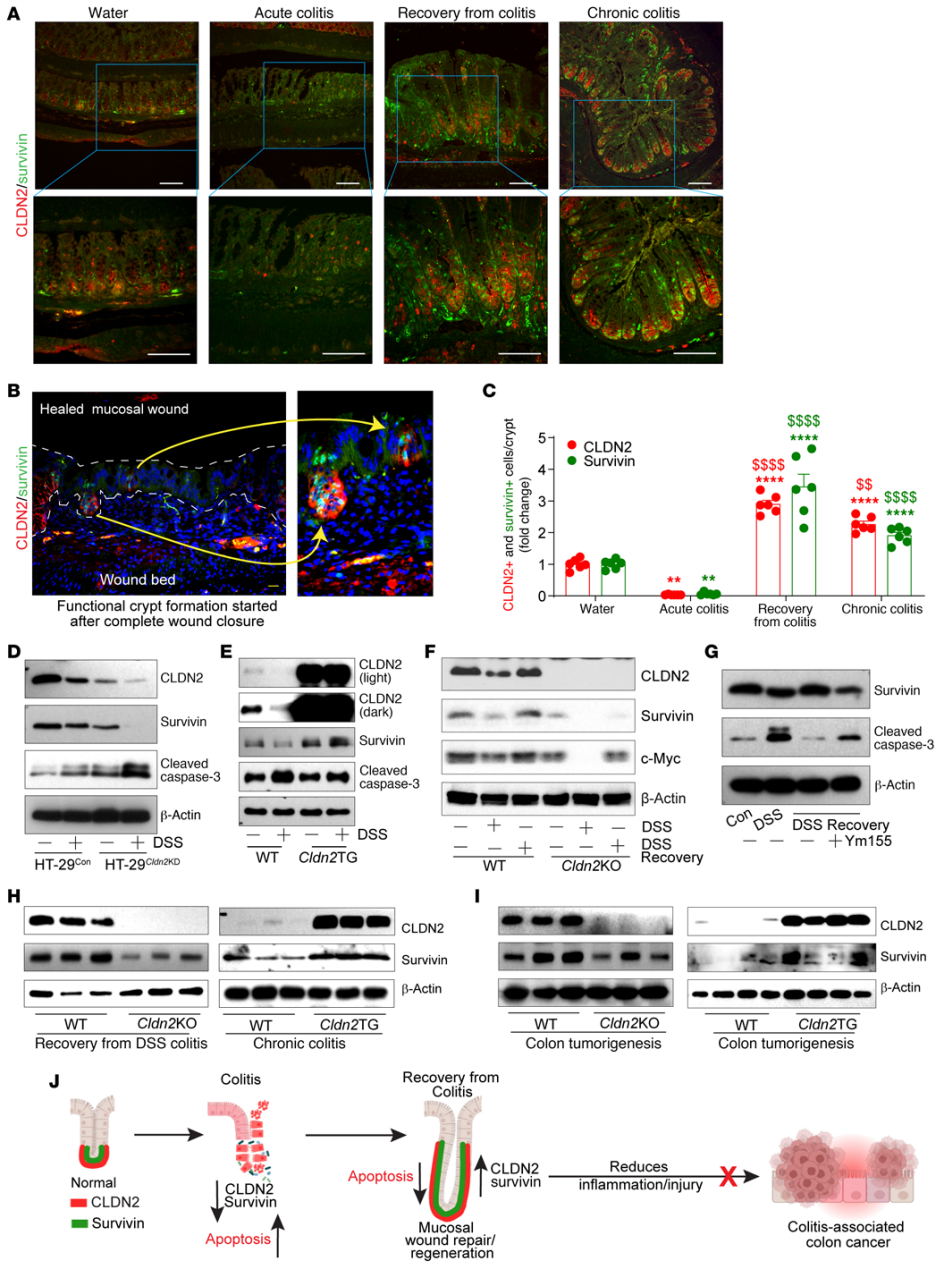
CLDN2 expression promotes colitis-associated epithelial repair/regeneration in Survivin-dependent manner. (**A**–**C**) Coimmunofluorescence and quantitative analysis for CLDN2 and Survivin expression in WT mice recovering from DSS-induced colitis (*n* = 6/group). (**D** and **E**) Immunoblot analysis using lysates from the DSS-treated colonic epithelial cells and ex vivo 3D culture of the colon crypts from control and *Cldn2*KD cells and WT and Villin-*Cldn2*TG mice (*n* = 3 independent experiments). (**F**) Immunoblots analysis using lysate from colon epithelial cells of *Cldn2*KO and WT mice subjected to the DSS-induced injury/repair (*n* = 3 independent experiments). (**G**) Caco-2 cells subjected to DSS-induced injury/repair with or without inhibitors of the Survivin(*n* = 3 independent experiments). (**H** and **I**) Immunoblotting and densitometry analysis of Survivin in *Cldn2*KO (*n* = 3) and Villin-*Cldn2*TG (*n* = 3) mice versus WT (*n* = 3 and 3) mice subjected to recovery from colitis, chronic colitis, and CAC tumorigenesis (WT/*Cldn2*KO: *n* = 3/3; WT/Villin-*Cldn2*TG: *n* = 4/4). (**J**) Schematic illustration depicting the role of CLDN2 and Survivin in mucosal repair/regeneration. Data in **C** are presented as the mean ± SEM. **P < 0.01, ^$$^*P* < 0.01, ****P < 0.0001, ^$$$$^*P* < 0001 by 1-way ANOVA with Tukey’s test. Scale bar: 100 μM (**A**); 200 μM (**B**).

**Figure 9:**
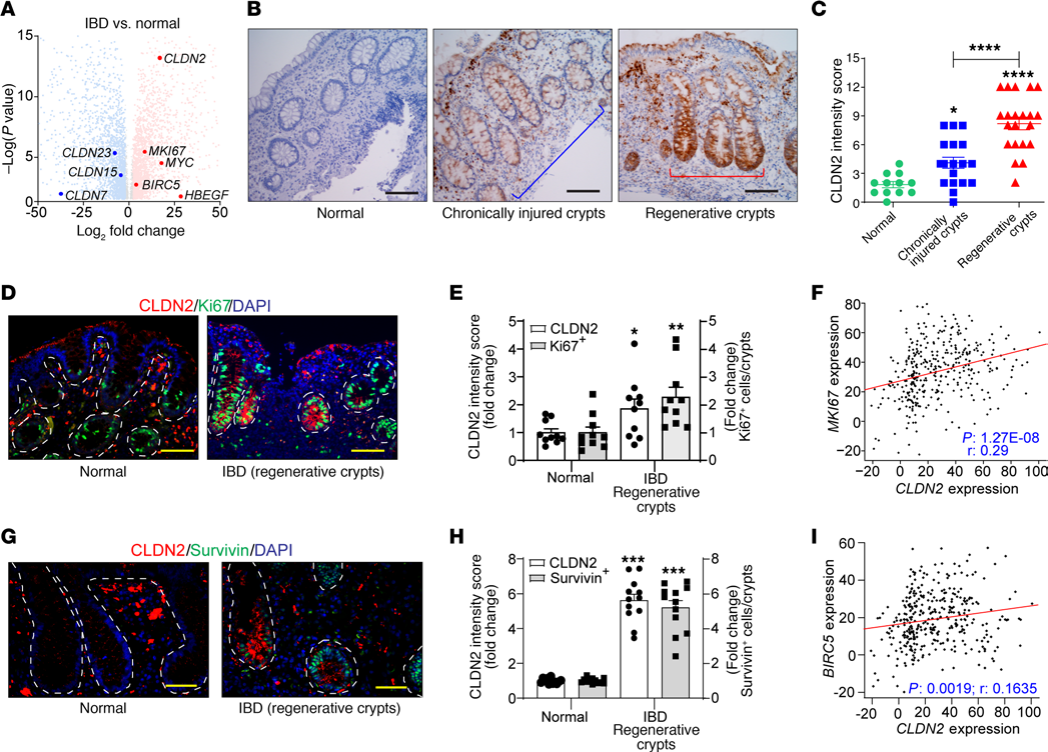
In patients with IBD, colitis-associated CLDN2 upregulation is concentrated primarily in the regenerative crypts and correlates with Ki67 and Survivin expression. (**A**) In silico analysis of published transcriptome data from patients with IBD (55–65) (*n* = 360) demonstrating significantly upregulated CLDN2 expression compared with that in normal individuals (*n* = 153). (**B** and **C**) Immunohistochemical analysis of CLDN2 expression in biopsy samples from patients with IBD versus normal colon and intensity scoring. The pathological evaluation demonstrated significantly higher CLDN2 expression in the regenerative crypts (normal: *n* = 12; chronically injured crypts: *n* = 18; regenerative crypts: *n* = 21). (**D**–**F**) Coimmunofluorescence analysis of CLDN2 and Ki67 expression, along with in silico correlation analysis between *CLDN2* and *MKI67* in published data sets from patients with IBD (55–65) (*n* = 10/group). (**G** and **H**) Survivin and CLDN2 expression in IBD biopsy samples compared with normal samples (12/group). (**I**) In silico analysis of the correlation between *CLDN2* and *BIRC5* expression in published data sets from patients with IBD (55–65) (normal/IBD: *n* = 153/360). Data in **C** are presented as the mean ± SEM. *P < 0.05, ****P < 0.0001 by 1-way ANOVA with Tukey’s test. Data in **E** and **H** are presented as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by 2-tailed unpaired *t* test. Pearson’s correlation analysis was performed in **F** and **I**. Scale bar: 100 μM.

How the deposited data were processed for this re-analysis (not part of the article)

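RNA was measured by RNA-Seq in the colon of 3 naive WT, 3 WT CAC and 3 *Cldn2*TG CAC mice. Samples were mapped to groups from their genotype and treatment labels and from Figure 7, before the counts were opened. The authors mapped the reads with TopHat2 and counted them on genes with featureCounts. The paper's text names neither the versions and settings of these tools nor the genome build or the strand. The deposited table holds whole-number counts for 47729 genes and 18 columns, one for each of the 2 lanes of the 9 libraries, and all columns were used. It was checked that the values are whole numbers without normalization. Gene symbols came from the GENCODE M21 annotation of GRCm38, which lists 47310 of the identifiers; the other 419 have no symbol. Lanes were compared by a chi-square test on genes with at least 20 counts and by the Pearson correlation of log2 CPM (0.990 to 0.995 between lanes of a library), and then added up. Mitochondrial genes took 2.86% to 5.76% of the counts of a mouse and the 10 largest genes 6.58% to 10.0%.

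Each comparison was fitted with edgeR 4.0.16 in R 4.3.3 on the 6 mice of the 2 groups compared, with TMM normalization, filterByExpr (minimum count 10, minimum total count 15), a robust quasi-likelihood fit and a two-sided quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene with an adjusted p-value under 0.05 is called a DEG or called. Standard errors of log2 fold changes were derived from the test statistic. The spread between mice in the fit, as a biological coefficient of variation, was 0.217 for *Cldn2*TG CAC against WT CAC, 0.218 for WT CAC against naive WT and 0.149 for *Cldn2*TG CAC against naive WT. Values per mouse are CPM with TMM factors over all 9 mice. Single genes also had a two-sided exact permutation test, whose smallest p for 3 mice against 3 is 0.1. A fold against a group in which every mouse had at most 3 counts is given as a lower bound at that limit. The alternatives were DESeq2 1.42.0 with its Wald test, library size only and upper-quartile normalization, no filter (at least 1 count), at least 10 counts in every mouse, all 9 mice in the fit, each lane alone, a threshold on the unadjusted p-value, a log2 fold change of at least 1 in size, and leaving out each mouse in turn. Genes to be named were set beforehand: the genes of Figure 7, K and O, and of the paper's CLDN2, Survivin and EGFR experiments, the 5 genes with the largest change in each direction in *Cldn2*TG CAC against WT CAC and the 3 in WT CAC against naive WT (DEGs with a mean of at least 1 CPM and no overlap between groups), and the 2 genes with the largest counts of a list. One gene that falls under this rule is not reported here. Genes named outside that rule are marked as chosen after their values were seen.

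The KEGG and GO terms of Figure 7J were not used here, and 11 lists of pathway genes and 20 lists of marker genes of cell types and tissues were written in their place from gene families and general knowledge. The pathway lists are chemokines, interleukins, TNF superfamily, NF-kB targets and regulators, NOD-like receptor, antigen processing and presentation, apoptosis, interferon response, cell cycle and proliferation, Wnt target and tumour, and crypt regeneration. The lists were tested with camera of limma 3.58.1 on edgeR's log2 CPM (prior count 2, inter-gene correlation preset at 0.01, two-sided, adjusted over the lists of a kind), with an estimated correlation and with fry as alternatives. Beside each comparison, the 10 splits of its 6 mice were fitted in the same way, and for the genes called in both comparisons of Figure 7I, 40 regroupings of the 9 mice. The groups, comparisons, tests, lists and alternatives up to here were set before the data were examined. The simulation of shared WT CAC mice was changed after its result was seen. As planned, it drew the naive WT and *Cldn2*TG CAC groups around the observed means of the real WT CAC mice, which leaves no shared error, and r lay between -0.028 and 0.014 in 20 draws. It was replaced by draws of all 3 groups from 1 mean for each gene, which gave -0.678 to -0.658, a stricter comparison. The principal component analysis and the pathway lists in *Cldn2*TG CAC against naive WT were not in the plan. Added as alternatives after the data were seen were DESeq2 without a filter and limma's voom with a spread for each group.

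The pipeline was tested on simulated data with 200 changed genes of at least 1 CPM, each changed by 2 or 3 on the log2 scale. Smaller changes were not simulated. The draws used the spread of the real mice, but the same for both groups of a comparison, while the real groups differed in spread. For *Cldn2*TG CAC against WT CAC, WT CAC against naive WT and *Cldn2*TG CAC against naive WT, edgeR called 186, 187 and 198 of the 200, with 10, 18 and 6 unchanged genes called, and DESeq2 called 187, 190 and 199, with 37, 53 and 12 unchanged genes. Of 50 random lists, camera gave an unadjusted p-value under 0.05 for 2, 3 and 0, and fry for 8, 10 and 4. Genes were drawn independently, so these lists do not test the preset inter-gene correlation on genes that vary together. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.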

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

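The tests of small intestine, of defensin reads and of skin or anal epithelium were chosen only after the result was seen; the test of depth was not.

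By camera, 4 lists of genes outside the themes that the paper discusses were higher in WT CAC than in naive WT mice. The median log2 fold change was 1.07 for interferon response (33 of 34 genes higher), 0.90 for fibroblast genes (10 of 10 higher), 4.64 for Paneth cell genes (7 of 8 higher) and 3.54 for squamous epithelium genes (6 of 6 higher). The adjusted p-values were 1.2e-06, 0.00869, 0.00157 and 0.00137. With fry, squamous epithelium (0.0150) was still called, and interferon response (0.134), fibroblast (0.124) and Paneth cell genes (0.0786) were not. None of the 4 was called with an estimated inter-gene correlation. Leaving out WT CAC mouse 5 lowered interferon response to 0.64 and fibroblast genes to 0.36. The study picked 2 genes of the Paneth cell list and 2 of interferon response for Figure 7K. Naive WT colon also expresses most genes of the interferon and fibroblast lists (33 of 35 and 10 of 10), but only 5 of the 46 Paneth cell and 2 of the 12 squamous epithelium genes.

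The tables argue against a difference in depth: with every library thinned to the smallest total, 4 of the 4 lists were still higher, with medians of 1.03, 0.89, 4.61 and 3.47. For the Paneth cell genes, small intestine in the WT CAC samples is a technical explanation that the tables argue against. *Lyz1*, the most abundant gene of the list, reached 998 CPM in a WT CAC mouse, while the highest value of *Fabp1*, *Apoa1*, *Apoa4*, *Sis* and *Lct* in these mice was 0.265 CPM. Reads shared within the defensin family do not account for it either, since 5 listed genes outside the family (*Habp2*, *Itln1*, *Lyz1*, *Mmp7* and *Pla2g2a*; all but *Lyz1* named after their values were seen) were called higher. For the squamous epithelium genes, *Krt14* and *Krt13* reached 28.1 and 22.4 CPM, while *Krt5*, *Krt1* and *Krtdap* of skin or anal epithelium reached at most 0.152 CPM. The AOM/DSS treatment and the tumors and inflammation it brings stay open as biological explanations, and so does any other difference between the treated and the naive mice, such as their handling or the piece of colon taken. None of these was tested.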

How the results depend on the processing

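Which alternatives and tests were set beforehand is given with the methods; DESeq2 without a filter and voom with a spread for each group were chosen only after the results were seen. No paired analysis was possible because the labels number the libraries 1 to 9, so that no number is shared between groups.

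The number of DEGs in *Cldn2*TG CAC against WT CAC (1421) was 908 with at least 10 counts in every mouse, 2136 with all 9 mice in the fit, 2183 with DESeq2 and no filter and 3498 at the unadjusted p-value. It stayed within 1.5 times of 1421 under the other alternatives that kept all mice, between 996 (lane 2 only) and 2072 (DESeq2). For WT CAC against naive WT (2310) it was 5032 at the unadjusted p-value and 1289 with a log2 fold change of at least 1 in size. In *Cldn2*TG CAC against naive WT (1501, 589 higher and 912 lower) it was 2567 with no filter, 445 with all 9 mice in the fit, 3896 at the unadjusted p-value and 683 with a log2 fold change of at least 1. Library size in place of TMM gave 1586 there, 276 higher and 1310 lower; it shifted the median of all genes by -0.113, and by -0.102 in *Cldn2*TG CAC against WT CAC. By construction, a threshold on the log2 fold change can only lower a count and the unadjusted p-value only raise it; why the other counts changed, 445 with all 9 mice in the fit among them, was not tested.

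Fits that each left out one mouse gave 58 (without mouse 8) to 2894 (without mouse 4) DEGs in *Cldn2*TG CAC against WT CAC, 135 (without mouse 2) to 4080 (without mouse 4) in WT CAC against naive WT, and 525 (without mouse 3) to 1383 (without mouse 7) in *Cldn2*TG CAC against naive WT. Of the 58 and 2894 genes, 53 and 1403 were among the 1421. Voom with a spread for each group, with all mice, gave 1377, 2094 and 1374. The count of Figure 7K genes lower in *Cldn2*TG CAC mice (17) was 10 with at least 10 counts in every mouse, 29 with DESeq2 and no filter, and 1 (without mouse 8) to 29 (without mouse 4) with one mouse left out. Those higher in WT CAC mice (21) were 13 with at least 10 counts in every mouse and 1 (without mouse 2) to 29 (without mouse 4). In the fits without mouse 8 and without mouse 2 that called 1 gene, 28 and 29 genes had an unadjusted p-value under 0.05. Of the Figure 7O genes (3), 7 were called with DESeq2, 10 with DESeq2 and no filter, 11 without mouse 4, and 0 without mouse 7, 8 or 9, where 9, 9 and 11 had an unadjusted p-value under 0.05. All genes of Figure 7, K and O, that were tested kept their direction under each of these alternatives. The opposite-direction share of 99.8% lay between 98.9% (without mouse 9) and 100%. The *Cldn2* difference between *Cldn2*TG CAC and WT CAC mice stayed above 0, between 0.68 and 0.80 with all mice and between 0.71 and 0.84 with one left out, where the adjusted p-value passed 0.05 without mouse 8 (0.82, 0.0580) or mouse 9 (0.71, 0.0597).

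With an estimated inter-gene correlation, 0 of the pathway lists were called in either comparison of Figure 7I (8 and 9 with the preset), and 0 of the marker lists (10 and 9); 1, 0, 2 and 0 lists had an unadjusted p-value under 0.05. With fry, 5 and 3 marker lists were called. With one mouse left out, 8 to 9 and 8 to 10 pathway lists and 9 to 12 and 9 to 10 marker lists were called. Against naive WT mice, *Cldn2*TG CAC mice had 2 pathway lists called, from 2 to 5 (without mouse 3) with one mouse left out, and 5 marker lists, from 3 (without mouse 1, 7 or 9) to 5 with one mouse left out and 3 with all 9 mice in the fit. With fry these were 0 and 3, and with an estimated correlation 0 and 0, where 2, 7, 0 and 2 lists had an unadjusted p-value under 0.05.

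Directions reversed for 3 genes, for 12 lists in the comparisons of Figure 7I and for 13 lists in *Cldn2*TG CAC against naive WT. With lane 2 only, *Pcna* in *Cldn2*TG CAC against WT CAC was 0.035. With library size only, the medians of pan-epithelial, skeletal muscle and sex-linked genes in that comparison were -0.018, -0.033 and -0.085, and with at least 10 counts in every mouse those of eosinophil and mast cell and of sex-linked genes were 0.006 and -0.002. The other reversals of single genes, and of lists in the comparisons of Figure 7I, came with one mouse left out. The ranges over those fits follow. In *Cldn2*TG CAC against naive WT, *Cldn2* lay between -0.15 and 0.055 (above 0 without mouse 2, 3 or 7). In *Cldn2*TG CAC against WT CAC, *Egfr* lay between -0.44 and 0.001 (above 0 without mouse 5) and *Pcna* between -0.13 and 0.082 (above 0 without mouse 6). In WT CAC against naive WT, *Egfr* lay between -0.42 and 0.032 (above 0 without mouse 4). The medians of lists in *Cldn2*TG CAC against WT CAC lay between -0.23 and 0.005 for NOD-like receptor (above 0 without mouse 5), between -0.10 and 0.19 for cell cycle and proliferation (above 0 without mouse 5, 6, 7 or 9, with adjusted p = 0.0178 without mouse 6), between -0.080 and 0.056 for apoptosis (above 0 without mouse 6 or 8), between -0.027 and 0.52 for small intestine enterocyte (below 0 without mouse 4 or 6), between -0.69 and 0.11 for smooth muscle (above 0 without mouse 4), between -0.16 and 0.17 for skeletal muscle (below 0 without mouse 4, 5, 6, 7 or 8), between -0.055 and 0.035 for sex-linked genes (below 0 without mouse 6 or 9) and between -1.17 and 1.85 for adipocyte genes (below 0 without mouse 8). For WT CAC against naive WT they lay between -0.66 and 0.68 for haemoglobin (above 0 without mouse 3), between -0.002 and 0.60 for small intestine enterocyte and between -0.096 and 0.24 for endothelial genes (both below 0 without mouse 5). Library size only, in *Cldn2*TG CAC against naive WT, gave -0.035 for NOD-like receptor, -0.088 for Wnt target and tumour, -0.11 for crypt regeneration and -0.10 for goblet cell genes, and all 9 mice in the fit gave 0.092 for interleukins and 0.017 for the TNF superfamily. With one mouse left out, medians there lay between -0.18 and 0.12 for chemokines (above 0 without mouse 1), between -0.16 and 0.12 for interleukins (above 0 without mouse 1), between -0.016 and 0.21 for Wnt target and tumour (below 0 without mouse 2), between -0.046 and 0.049 for crypt regeneration (below 0 without mouse 2, 3 or 9), between -0.23 and 0.31 for interferon response (above 0 without mouse 3, 8 or 9, with adjusted p = 0.00232 without mouse 3), between -0.065 and 0.004 for apoptosis (above 0 without mouse 8), between -0.20 and 0.20 for the TNF superfamily (above 0 without mouse 9), between -0.24 and 0.12 for goblet cell (below 0 without mouse 1 or 9), between -1.05 and 1.19 for B cell and follicle (above 0 without mouse 1 or 9), between -2.94 and 0.72 for adipocyte (above 0 without mouse 2 or 9), between -0.67 and 0.079 for plasma cell (above 0 without mouse 3 or 8) and between -0.031 and 0.63 for T cell genes (below 0 without mouse 9). Among all of these only the cell cycle list and that of interferon response passed the threshold in the reversed direction; fewer mice enter these fits, and the cause was not otherwise tested. Among other single genes and lists with all mice kept, 82 became significant and 110 lost significance, and with one mouse left out, 37 and 192. Genes under about 0.2 CPM cannot be compared at this depth.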

Differences from the paper's values

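The values that Figure 7K shows by color could be compared for 26 genes in WT CAC against naive WT mice and for 25 in *Cldn2*TG CAC against WT CAC mice, and 0 of them differed in sign or by more than the error. This comparison is a weak one. The values of the figure were not read by eye but computed from the color of 1 pixel in each cell, taken as linear along the color key, and the error is an SD between mice of up to 2.39. For 3 and 2 of the genes, 1 group was under the counting limit, and only a lower bound was compared. For the others the largest gap was 0.19 and 0.5 on the log2 scale. Under the alternatives set beforehand, 4 and 10 values of single genes differed by more than the error.

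Figure 7J shows the NOD-like receptor pathway among those lower in *Cldn2*TG CAC mice, while the list of NOD-like receptor genes used here had a median log2 fold change of -0.14 (adjusted p = 0.607) and was called under none of the alternatives run for that comparison. It is shown among those raised in WT CAC mice too, where the list had a median of 0.21 (adjusted p = 0.121) and was called only without mouse 3 (0.0356) or mouse 6 (0.0313), from 0.0313 to 0.492 over all alternatives. Apoptotic process is shown among the functions lower in *Cldn2*TG CAC mice, where the apoptosis list was not called under any alternative (-0.03, adjusted p = 0.878). The figure also shows apoptosis among the pathways raised in WT CAC mice, where the list used here had a median log2 fold change of 0.11 (adjusted p = 0.616) and was not called under any alternative. These lists are not the KEGG terms.

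Figure 7K shows 30 genes as DEGs. The paper's text does not name the cutoff for the DEGs of Figure 7, so it may differ from the adjusted p-value used here. At an unadjusted p-value under 0.05 by edgeR, all 25 genes tested in *Cldn2*TG CAC against WT CAC mice passed. So did all 26 tested in WT CAC against naive WT mice. In *Cldn2*TG CAC against WT CAC mice 13 of them were not called here, and 8 of these were tested. DESeq2 called all 25 genes that were tested, and 29 were called without mouse 4 (all but *Defa24*). DESeq2 with no filter on low counts, chosen after seeing the values, also called 29, all but *Casp6*. Of the 13, other alternatives called *Cxcl5*, *Cxcl9*, *Defa24*, *Ereg*, *Foxp3*, *Mmp2* and *Socs3* (all 9 mice in the fit), *Ereg*, *Foxp3*, *Nlrp3* and *Tnfsf13b* (no filter), *Ereg* and *Tnfsf13b* (library size only, and lane 2 only), *Ereg* (upper-quartile normalization, voom, and without mouse 9), and *Defa24* and *Foxp3* (without mouse 6). In WT CAC against naive WT mice, *Casp6*, *Cxcl9*, *Il4ra*, *Tnfrsf1b* and *Tnfsf11* were tested and not called, and *Cxcl3*, *Defa22*, *Il1a* and *Nlrp3* were not tested. DESeq2 called the 26 genes tested, and 29 were called without mouse 4 (all but *Defa22*). DESeq2 with no filter, chosen after seeing the values, called 30. All 9 mice in the fit called the 5 genes tested and not called, no filter called *Nlrp3* and *Tnfsf11*, and lane 2 only, voom and the fit without mouse 1 called *Tnfsf11*.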

Other observations

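The tests of tissue and cell composition, of the mislabelled and the mixed sample and of the female mouse were chosen only after the result was seen; that of the shared WT CAC mice was re-specified after its first result, and those of the other splits, depth, gene length and the largest genes were not.

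With 3 mice against 3 there are 10 splits of the 6 mice, so that at best 1 of 10 is the real one, and no split count can go under a share of 0.1. For the number of DEGs, 1 of the 10 splits, the real one, gave as many in *Cldn2*TG CAC against WT CAC, 1 in WT CAC against naive WT and 1 in *Cldn2*TG CAC against naive WT. The other splits gave 0 DEGs each, with 98 to 1623 genes at an unadjusted p-value under 0.05. For the Figure 7K genes lower in *Cldn2*TG CAC mice, those higher in WT CAC mice and the Figure 7O genes, it was 1 of 10 each. Because the other splits gave 0 DEGs, these shares could not differ and add nothing to that of the DEGs. The pathway and marker lists separated the groups less than the number of DEGs did. In *Cldn2*TG CAC against WT CAC, 4 of the 10 splits called as many pathway lists and 3 as many marker lists, in WT CAC against naive WT 1 and 4, and in *Cldn2*TG CAC against naive WT 6 and 4. A camera call of a list therefore does not by itself tell these groups from other splits. The other splits still kept mice of a group together, however, so they are not free of the group difference. In *Cldn2*TG CAC against WT CAC, those that also called 8 pathway lists exchanged mouse 4 and kept WT CAC mice 5 and 6 together. The remaining splits called 1 to 5. Of 40 regroupings of the 9 mice, 1, the real one, gave as many genes called in both comparisons of Figure 7I with opposite directions; the largest count among the others was 3, although r was as low as -0.838 there.

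The opposite log2 fold changes in the comparisons of Figure 7I are in part built in, as both use the WT CAC mice. Shared mice are not the whole cause, because with different WT CAC mice in the comparisons r was at most -0.518. More genes were lower than higher in *Cldn2*TG CAC against WT CAC mice (77.1% of the DEGs), and the tables argue against 3 technical explanations of that. With every library thinned to the smallest total, 1386 DEGs were found, 1309 of them among the 1421, and 76.9% were lower. In 4 groups of genes by length, at least 76.3% were lower. Without the 10 largest genes of each library (17 genes), 76.6% were lower. A sequencing batch was not named in the labels, and all libraries were run in both lanes.

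Marker lists were tested for the composition of the samples. In *Cldn2*TG CAC against WT CAC mice, camera called lower T cell (median log2 fold change -1.94, adjusted p = 1.34e-08), B cell and follicle (-1.94, adjusted p = 1.24e-06), macrophage and monocyte (-2.23, adjusted p = 5.52e-08), plasma cell (-2.19, adjusted p = 0.00294) and neutrophil genes (-5.12, or -3.98 with genes under the counting limit set to it, adjusted p = 0.00744). Endothelial (-1.01, adjusted p = 2.66e-05), fibroblast (-1.58, adjusted p = 8.72e-06), Paneth cell (-3.34, adjusted p = 0.00058) and squamous epithelium genes (-2.49, adjusted p = 0.0153) were lower too, and colonocyte genes higher (0.40, adjusted p = 0.00759; 0.0912 without mouse 9). Without mouse 6, Paneth cell genes were at -2.07. Not called were adipocyte (0.90), goblet cell (0.30), pan-epithelial (0.09), sex-linked (0.02), skeletal muscle (0.06), small intestine enterocyte (0.13) and smooth muscle genes (-0.47). The eosinophil and mast cell list was not called either (-0.19, adjusted p = 0.472), but it cannot be read as unchanged. Its 5 tested genes went apart (3 lower), its median lay between -4.41 (without mouse 9) and -0.22 with 1 mouse left out, and over its 5 genes with a mean of at least 1 CPM the median log2(CPM + 0.5) was 2.7, 3.07 and 4.16 in WT CAC mice against 0.8, 0.78 and 0.69 in *Cldn2*TG CAC mice. The pancreas acinar and haemoglobin lists had too few testable genes. With fry, T cell, macrophage, endothelial, fibroblast and squamous epithelium lists were called. In WT CAC against naive WT mice, T cell (2.23), B cell and follicle (1.54; 3.23 without naive WT mouse 1), macrophage (1.73), plasma cell (1.95) and neutrophil genes (4.90) were called higher and smooth muscle genes lower (-0.82), beside the lists described above; haemoglobin (-0.12) was not called. With fry, T cell, squamous epithelium and skeletal muscle lists were called there.

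A smaller share of immune cells in the *Cldn2*TG CAC samples may account for the lower inflammatory genes, as 5 lists of lymphoid and myeloid cells (T cell, B cell and follicle, plasma cell, macrophage and monocyte, neutrophil) were lower; that of eosinophils and mast cells was not called. Tumor tissue in the WT CAC samples may do so too, as the Wnt target and tumour list was lower in *Cldn2*TG CAC mice (median -1.44). Against naive WT mice, that list had a median of 1.8 in WT CAC mice and 0.03 in *Cldn2*TG CAC mice. Camera did not call it in the latter (adjusted p = 0.287), although 4 of its genes were called higher there. A larger share of epithelium in the *Cldn2*TG CAC samples would lower smooth muscle and immune genes alike, but the lowest smooth muscle gene was at -0.77 and the median of the 43 genes of the immune lists at -2.13. Composition and regulation within cells cannot be separated in bulk colon RNA, and both remain open beside an effect of the *Cldn2* transgene.

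*Cldn2*TG CAC mice were also compared with naive WT mice, a comparison that Figure 7I does not show. Of 15013 genes tested, 1501 differed. Of 14516 genes tested against both other groups, 267 were called in both. Of these, 204 were lower in *Cldn2*TG CAC mice than in both, 18 were higher and 45 had opposite directions. The same *Cldn2*TG CAC mice enter both comparisons with the same sign, so a shared direction is in part built in. How large that part is was not tested. Smooth muscle (-1.34, adjusted p = 1.05e-06), endothelial (-0.97, adjusted p = 2e-05), fibroblast (-0.87, adjusted p = 0.0235) and macrophage genes (-0.55, adjusted p = 0.048) were lower than in naive WT mice, and squamous epithelium genes higher (0.85, adjusted p = 0.0195). Of these 5, only smooth muscle and endothelial genes were called in each fit without 1 mouse; fibroblast genes were not without mouse 1, 3 or 7, macrophage genes not without mouse 1, 3, 8 or 9, and squamous epithelium genes not without mouse 7 or 9. Of the pathway lists, antigen processing and presentation was higher (0.24, adjusted p = 0.000326) and cell cycle and proliferation lower (-0.31, adjusted p = 0.000581), and neither was called by fry. With fry, endothelial, small intestine enterocyte and squamous epithelium lists were called. By camera with library size only, macrophage genes were not called (adjusted p = 0.114). Paneth cell (0.0451) and small intestine enterocyte genes (0.0175) were called higher there. By camera with all 9 mice in the fit, neither macrophage (0.0821) nor squamous epithelium genes (0.0681) were called. A smaller share of muscle, vessel and connective tissue in the *Cldn2*TG CAC samples is a candidate explanation, as 25 of the 28 smooth muscle, endothelial and fibroblast genes were lower than in naive WT mice and 7 were called lower than in both groups. Whether it came from the dissection or from the mice was not tested.

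*Cldn2* was lower in WT CAC than in naive WT mice (log2 fold change -0.82, standard error 0.14, adjusted p = 0.0138; 0.0635 without mouse 2 and 0.0554 without mouse 3, from 4.96e-06 to 0.0635 over the alternatives and the fits without 1 mouse). Whether a smaller share of epithelium is the cause stays open. Pan-epithelial genes had a median log2 fold change of 0.19 but went both ways (3 of 10 lower), and colonocyte genes had a median of -0.44 (12 of 16 lower, 3 called lower and 2 higher).

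WT CAC mouse 4 was nearer to the naive WT mice than WT CAC mice 5 and 6. A mislabelled sample is unlikely, because 13 of the 25 Wnt target and tumour genes were higher in mouse 4 than in all 6 mice of the other groups, where 3.57 are expected by chance. *Notum* (chosen after its values were seen) had 20.4 CPM in mouse 4, 36.3 and 98.3 CPM in mice 5 and 6, and at most 0.886 CPM in the other groups. How much tumor or inflamed tissue each sample held is not given.

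*Xist* in naive WT mouse 1 could come from a mixed sample of male and female tissue, but its Y chromosome genes were at most 0.199 CPM, so a female mouse remains. Without mouse 1, where all mice are male, 631 genes were called in WT CAC against naive WT mice, and 577 of them were among the 2310, so that for these 577 the female mouse is not the cause. The other 1733 were called only with mouse 1. For them the effect of sex cannot be told apart from that of a lost mouse, since leaving out the male naive WT mice 2 and 3 gave 135 and 404 genes.

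RNA of the proteins in Figure 7O was read as well. Of 12 genes, 8 were tested, all were lower in *Cldn2*TG CAC than in WT CAC mice with a median log2 fold change of -2.75, and 3 were called: *Il1b*, *Cxcl13* (-1.77, adjusted p = 0.0118) and *Il16* (-1.58, adjusted p = 0.0148). Adjusted over the list alone 8 passed, but the study chose these genes on mice of the same experiment. In 9 of the 12 the groups did not overlap. The chance rate of 10% holds for genes not chosen on this experiment, so it is no fair measure for these. *Il1b* was called in 1 of the 6 fits without 1 mouse, that without mouse 4, and *Cxcl13* and *Il16* were not called without mouse 7, 8 or 9. With all mice kept, *Cxcl13* was not called with all 9 mice in the fit (0.0835). Over the alternatives and the fits without 1 mouse, the adjusted p-value ranged from 4.85e-06 to 0.0835 for *Cxcl13* and from 0.000866 to 0.0760 for *Il16*. *Birc5*, which encodes Survivin, was not called (0.26, adjusted p = 0.559), nor was *Egf* (0.88, adjusted p = 0.0988, 0.0465 with all 9 mice in the fit, up to 0.262). *Ereg* just missed the threshold (-1.63, adjusted p = 0.0507, 0.00322 to 0.184 over the alternatives and the fits without 1 mouse). Its groups did not overlap, and DESeq2, both other normalizations, no filter, all 9 mice in the fit and voom called it lower. *Ereg* therefore cannot be read as unchanged. *Mki67* was lower in WT CAC than in naive WT mice (-0.93, adjusted p = 0.0116; 0.0530 without mouse 2, down to 1.05e-06 over the alternatives and the fits without 1 mouse).

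The genes with the largest changes under the rule set beforehand were, in *Cldn2*TG CAC against WT CAC mice, *Prss56* (at least 18.9-fold lower), *2700046A07Rik* (at least 12.2-fold lower), *Gm11978* (at least 37.2-fold lower), *Wnt10a* and *Mt4* (log2 fold change -7.53, adjusted p = 0.00875), and in the other direction *Gm13736* (at least 18.3-fold higher), *Slc30a10* (4.30, adjusted p = 0.0255), *2310079G19Rik* (4.1, adjusted p = 0.00712), *Mptx2* (3.03, adjusted p = 0.0357) and *Prlr* (2.90, adjusted p = 0.00879). In WT CAC against naive WT mice they were *Mt4* (at least 512-fold higher), *Prss22* (at least 202-fold higher) and *Defa24* (at least 275-fold higher), and *2310079G19Rik* (-3.82, adjusted p = 0.00806), *C330021F23Rik* (-3.63, adjusted p = 0.00763) and *Galnt17* (-3.56, adjusted p = 0.00664). Of these, *Prss56*, *Gm13736* and *2310079G19Rik* were called in each of the 6 fits of *Cldn2*TG CAC against WT CAC that left out 1 mouse, *Prlr* in 5, *Mt4* and *2700046A07Rik* in 4, *Gm11978* and *Wnt10a* in 3, and *Slc30a10* and *Mptx2* in 2. *Gm11978*, *Wnt10a*, *Slc30a10* and *Mptx2* were not called with no filter on low counts, nor *Slc30a10* with voom and a spread for each group, chosen after seeing the data. In the fits of WT CAC against naive WT that left out 1 mouse, *Mt4*, *2310079G19Rik*, *C330021F23Rik* and *Galnt17* were called in 6, *Prss22* in 4 (not without mouse 2 or 3) and *Defa24* in 3 (not without mouse 1, 2 or 3). Neither *Prss22* nor *Defa24* was called with lane 2 only, and *Defa24* not with no filter. The size of the *Defa24* bound rests on 1 mouse, with 105 CPM in WT CAC mouse 6 and 3.91 and 9.02 CPM in mice 4 and 5.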
